# Dynamic transcriptome landscape in the song nucleus HVC between juvenile and adult zebra finches

**DOI:** 10.1002/ggn2.10035

**Published:** 2021-01-06

**Authors:** Zhimin Shi, Zeyu Zhang, Lana Schaffer, Zhi Huang, Lijuan Fu, Steven Head, Terry Gaasterland, Xiu‐Jie Wang, XiaoChing Li

**Keywords:** circuit development, gene expression, HVC, RNA‐Seq, vocal communication, zebra finch

## Abstract

Male juvenile zebra finches learn to sing by imitating songs of adult males early in life. The development of the song control circuit and song learning and maturation are highly intertwined processes, involving gene expression, neurogenesis, circuit formation, synaptic modification, and sensory‐motor learning. To better understand the genetic and genomic mechanisms underlying these events, we used RNA‐Seq to examine genome‐wide transcriptomes in the song control nucleus HVC of male juvenile (45 d) and adult (100 d) zebra finches. We report that gene groups related to axon guidance, RNA processing, lipid metabolism, and mitochondrial functions show enriched expression in juvenile HVC compared to the rest of the brain. As juveniles mature into adulthood, massive gene expression changes occur. Expression of genes related to amino acid metabolism, cell cycle, and mitochondrial function is reduced, accompanied by increased and enriched expression of genes with synaptic functions, including genes related to G‐protein signaling, neurotransmitter receptors, transport of small molecules, and potassium channels. Unexpectedly, a group of genes with immune system functions is also developmentally regulated, suggesting potential roles in the development and functions of HVC. These data will serve as a rich resource for investigations into the development and function of a neural circuit that controls vocal behavior.

## 1 INTRODUCTION

Zebra finches (*Taeniopygia guttata*) use songs and calls to communicate with members of their species. Male juvenile zebra finches learn to sing during a developmentally restricted period early in life by imitating songs of conspecific adult males. Typically, juveniles begin to vocalize at around 30 days of age (30 d). Initially, their songs are highly variable. Through a sensory‐motor learning process that spans about 2 months, juveniles hear an adult tutor's song, practice singing, and use auditory feedback to match their own vocal output with the tutor song. By 90 days of age, male zebra finches reach sexual maturity,^1^ and their song matures into a stereotyped adult song. This newly acquired adult song, although displaying some variability, resembles the tutor song, and the bird sings this adult song throughout life.^2^, ^3^, ^4^, ^5^, ^6^

Song behavior is controlled by a group of interconnected brain nuclei commonly referred to as the song system (Figure 1A). The song system consists of two distinct pathways: the motor pathway, which controls song production, and the anterior forebrain pathway (AFP), which is necessary for song learning.^7^, ^8^, ^9^, ^10^ HVC is a cortical nucleus at the junction of these two pathways.^11^, ^12^, ^13^ Neurophysiological, lesion, and imaging studies suggest that HVC encodes the spectral features and temporal patterns of a song.^10^, ^14^, ^15^, ^16^, ^17^ It is also known that before 45 days of age, when juveniles sing a poorly structured subsong, HVC is not required for singing, and singing is controlled by the anterior forebrain nucleus lMAN. After 45 d, song control gradually transfers from lMAN to HVC.^16^ The process of shifting functional dominance is accompanied by structural development in HVC. HVC begins to establish functional synapses with its downstream nucleus RA at about 35 d,^18^ and the volume of HVC and the number of neurons in HVC continue to increase^19^, ^20^ in parallel with changes in electrophysiological firing properties of HVC neurons.^5^

**FIGURE 1:**
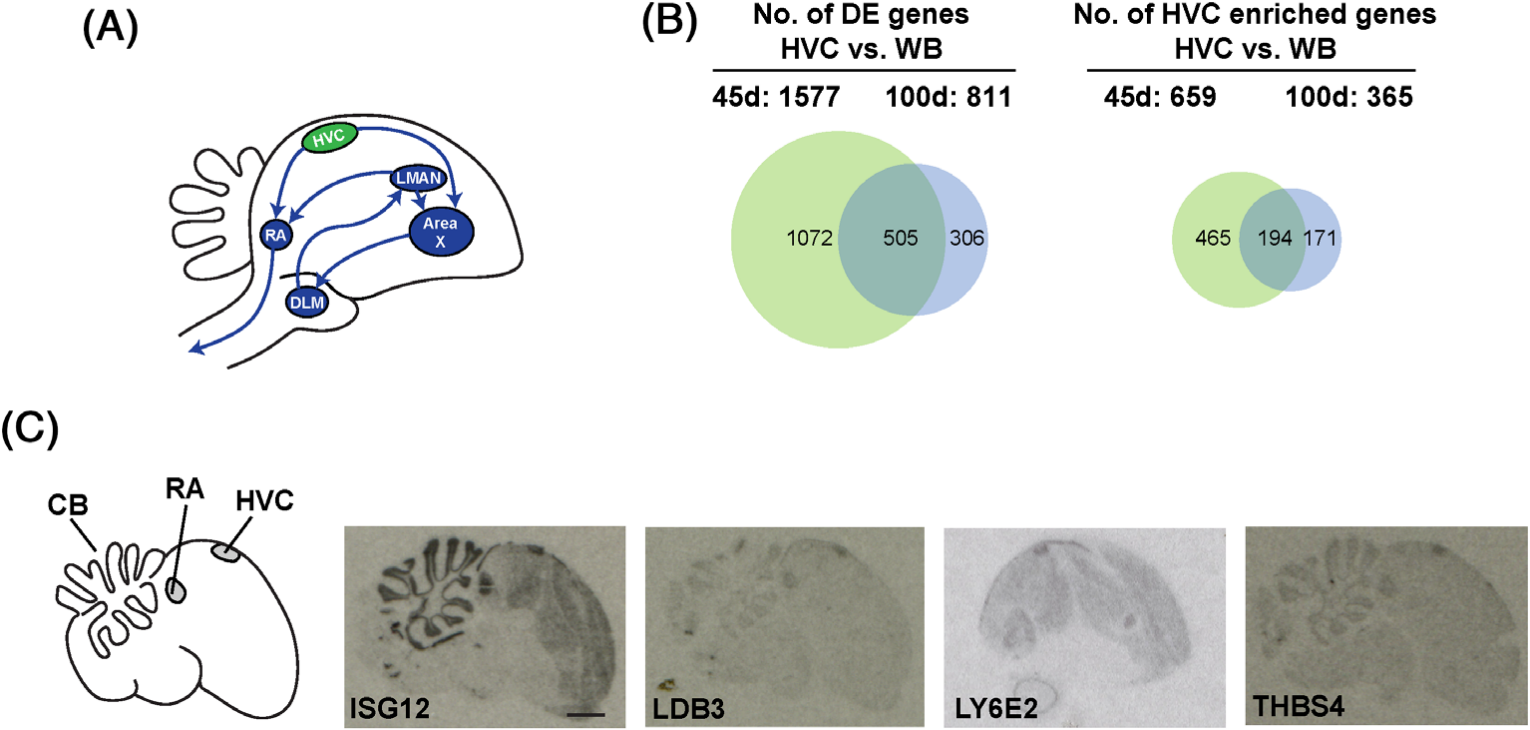
Comparison of gene expression in the HVC and whole brain tissue. A, A schematic diagram showing the song control circuit with major song nuclei and the connections among them. This study focused on the HVC, highlighted in green. B, Left, Venn diagram showing the number of genes differentially expressed in the HVC relative to the whole brain tissue at 45 d and 100 d. Right, Venn diagram showing the number of genes with enriched expression in the HVC relative to the whole brain tissue at 45 d and 100 d (*q* < 0.1). DE, differentially expressed. WB, whole brain. C, Images of in situ hybridization on sagittal brain sections showing enriched expression of *ISG12*, *LBD3*, *LY6E2*, and *THBS4* in the HVC of 45 d male zebra finches. Scale bar, 1.5 mm

In recent years, applying molecular and genomics tools such as in situ hybridization and cDNA microarrays to birdsong research, progress has been made in understanding gene expression programs relevant to gender, age, brain regions, learning experiences, and song behavior.^21^, ^22^, ^23^, ^24^, ^25^, ^26^, ^27^, ^28^, ^29^, ^30^ However, the dynamic transcriptional landscapes in HVC that enable its structural and functional changes as juveniles mature to adulthood remain enigmatic. In this study, we profiled transcriptomes in the HVC of male zebra finches using RNA‐Seq; we focused on two age groups: 45 d, when motor control of song begins to transfer to HVC, and juveniles sing a highly variable song; and 100 d, when song learning is complete, and the now adult zebra finches sing a mature adult song.^3^, ^4^, ^16^ Using a combination of bioinformatics analysis and experimental validation, we identified gene repertoires that define molecular signatures of HVC at 45 d and 100 d. We also describe the dynamic changes in gene expression that occur in HVC as zebra finches mature. These results provide unique insights into the transcriptional landscape underlying the development and functional maturation of the neural circuit for vocal communication.

## 2 RESULTS

### 2.1 Profiling transcriptomes in HVC by RNA‐Seq

To survey gene expression and transcriptome changes in HVC during song development, we collected brain tissues of 45 d and 100 d male zebra finches obtained from our breeding colony. Juveniles were reared with their parents in breeding cages until the collection time. The newly adult birds were separated from their parents at around 60 to 70 d, and subsequently kept in group cages until brain collection. It is known that moment‐to‐moment sensory‐motor experiences, such as singing or hearing songs, induce changes in gene expression in song related brain regions.^31^, ^32^ To obtain a gene expression profile in HVC at basal levels that reflects developmental stages, we monitored the birds in the morning for one hour prior to brain collection to verify that they did not sing and did not hear songs. We dissected out HVC tissue from sagittal brain sections under a dissecting microscope. We isolated total RNAs, and pooled RNA samples from HVC tissues of four animals for making each cDNA library (see the methods section for details). To identify genes with enriched expression in HVC relative to the rest of the brain, we also made cDNA libraries from whole brain tissue (WB) of male zebra finches at 45 d and 100 d. We sequenced these cDNA libraries using the Illumina GAII platform, which produced over 30 million raw sequence reads of 79 nt per library.

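HVC is a song nucleus of the zebra finch forebrain, dissected here at 45 d, when juveniles learn to sing, and at 100 d, in adulthood. Whole brain RNA of the same ages served as the reference tissue. The deposited counts cover 5 libraries: 2 of HVC at 45 d (R92L1 and R92L2), 1 of HVC at 100 d, and 1 of whole brain at each age. Each HVC library holds RNA pooled from 4 males and each whole brain library RNA from 2 males. Nothing says that the pair of 45 d HVC libraries came from separate birds, so p-values measure only the spread between these libraries, which may be technical. HVC and whole brain also carry different run labels, so tissue and run cannot be separated. The authors mapped reads to the taeGut1 genome, counted them per Ensembl transcript and tested each pair of groups with edgeR. Their deposited tables give, for each of 4 comparisons, the read counts, log2 fold changes, p-values and adjusted p-values of the 1800 transcripts with the smallest p-values out of 10859 to 11507 tested. In all, 4675 transcripts appear in at least 1 table and 1205 have counts for all 5 libraries. The sums of the listed counts run from 495316 to 1014565 reads per library, but they leave out every other transcript and are not the sequencing depth. Relative library sizes were therefore recovered from the authors' fold changes: 0.905 for R92L1, 1.09 for R92L2, 1.81 for whole brain at 45 d and 1.51 for whole brain at 100 d, with HVC at 100 d set to 1. The quasi-likelihood test of edgeR was run on the read counts with these sizes, and adjusted p-values count every transcript that the authors tested. Only the pair of 45 d HVC libraries repeats a group, which leaves 1 residual degree of freedom, and every other group is a single library whose spread is taken from that pair. Over the 2391 transcripts with at least 20 reads in the pair, log2 counts correlated with r = 0.953 across transcripts, 35.0% differed beyond sampling noise, and 234 differed by over 2-fold.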

After filtering and trimming adaptor sequences, we obtained a total of 150 million high quality sequence reads from all libraries combined. We mapped these reads to the zebra finch genome assembly (3.2.4/taeGut1) using the Eland (Illumina) software package. Typically, we obtained 25‐30 million high quality sequence reads for each library; among them, 50% to 60% were mapped to the zebra finch genome. About 15% to 25% of the mapped reads were mapped to exons of annotated genes, while the remaining reads were mapped to intronic, intergenic regions, and/or regions without annotation. Altogether, mapped genes represent about 50% of the total number of annotated zebra finch genes. The general characteristics of library samples, sequencing, and mapping results, including the read counts of each libraries, their mapping rates to the genome, and the number of genes covered by each sequenced sample, are summarized in Table S1.

### 2.2 RNA‐Seq analysis reveals distinct gene expression patterns in juvenile and adult HVC

We first compared gene expression profiles in HVC with those in the whole brain samples, which allowed us to identify a large number of genes with enriched expression in the HVC of juvenile and adult finches. Using a cutoff of *q* < 0.1 (FDR‐adjusted *p*‐value), at 45 d, 1577 genes were differentially expressed in HVC relative to the whole‐brain sample, and at 100 d, 811 genes were differentially expressed. Among these, less than half, 659 and 365 genes, respectively, showed enriched expression in HVC in juveniles and adults (Figure 1B and Data S1 and Data S2). These HVC gene expression patterns, distinct from the average gene expression in the whole brain tissue, define the transcriptional programs in the HVC at 45 d or 100 d. 

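Genes higher in HVC than in whole brain can mark cells concentrated in the song nucleus. Genes lower in HVC can mark cells of other regions, such as cerebellum, choroid plexus and myelin-rich tracts. Pooled tissue cannot separate this from different expression within shared cell types. HVC is a pallial nucleus without Purkinje or granule cells, so cerebellar genes should be far lower there. At 45 d, 667 of 1920 transcripts passed an adjusted p under 0.1 in edgeR, 257 higher and 410 lower in HVC. At 100 d, 337 of 1361 passed, 149 higher and 188 lower. At that age the p-values rest on a spread shared by all transcripts, not on that of each gene. *FGL2*, which encodes a secreted fibrinogen-like protein and lies on chromosome 1A of taeGut1 from 11751111 to 11755184, had 278 and 349 reads in the 45 d HVC libraries and 21 in whole brain. Its log2 fold change at 45 d was 4.74 (standard error 0.43, edgeR adjusted p = 1.33e-07), and at 100 d it was 4.38 (standard error 0.50, edgeR adjusted p = 8.36e-15). *PHEX*, a membrane endopeptidase gene, was higher in HVC at both ages, by 3.50 (standard error 0.41, edgeR adjusted p = 6.79e-06) at 45 d and 2.94 (standard error 0.46, edgeR adjusted p = 1.36e-07) at 100 d. *UTS2D*, a gene of the urotensin peptide family, had 3 reads in whole brain at 45 d against 61 and 78 in HVC, a ratio of 41.9 with a 95% counting interval of 14 to 206. *TTR-1*, which encodes the thyroid hormone carrier of the choroid plexus and may share reads with a paralog, was lower in HVC by -5.84 (standard error 0.36, edgeR adjusted p = 1.92e-10) at 45 d and -6.21 (standard error 0.52, edgeR adjusted p = 1.9e-27) at 100 d. Of 13 cerebellar markers, 8 were lower in HVC at 45 d, 2 were higher and 3 did not pass. The list was set before the deposited counts were tested, but values in the paper's tables had been seen. Under library size scaling, relative log expression and TMM over the listed transcripts, 6, 7 and 7 of 12 of these markers were lower. Among them, *ZIC1*, a zinc finger transcription factor of granule cells, was at -4.24 (standard error 0.39, edgeR adjusted p = 1.37e-07), and *UNC13C-1*, a presynaptic priming factor, at -4.39 (standard error 0.35, edgeR adjusted p = 2.7e-08). At 100 d, 6 of 10 cerebellar markers were lower, including *FAT2*, an atypical cadherin, at -3.39 (standard error 0.50, edgeR adjusted p = 8.23e-09), and 2 were higher (5, 5 and 4 lower under these scalings). *CASQ2*, which encodes a calcium store protein, had no reads in HVC at 100 d against 647 in whole brain, so it was at least 143-fold lower, with a floor of 3 counts over the group. Of 7 oligodendrocyte and myelin genes, 6 were lower in HVC at 45 d and none was higher; these calls ended under each other scaling tried, with every direction kept. At 100 d, 1 of 5 passed, *MBP*, the myelin basic protein gene, at -1.57 (standard error 0.35, edgeR adjusted p = 0.000991); no direction changed under the other scalings. The other scalings use only the listed transcripts, which were picked by p-value, and library size scaling uses the sums of their counts. A call lost under them can come from the call or from the scaling, which these data cannot tell apart. Scaling by library size, relative log expression or TMM over the listed transcripts moved the median log2 fold change by 0.347, 0.534 and 0.281 at 45 d. At 100 d it moved by 0.521, 0.349 and 0.314. The share of calls that were higher in HVC went from 38.5% to 70.3%, 85.1% and 65.2% at 45 d, and from 44.2% to 88.9%, 80.1% and 79.7% at 100 d, with no called transcript changing sign. DESeq2 called 121 and 35 transcripts at the 2 ages and limma-voom 328 and 199. In a model that adds tissue and age, 589 and 609 passed in edgeR. Calls ended without library R92L1 but not without R92L2, so they rest on which 45 d HVC library is kept. *MBP* at 100 d lost the call under each other scaling of the libraries, and *FAT2* at 100 d under some of them.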

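A transcript enriched in HVC at both ages may mark a lasting feature of the nucleus, and one enriched at a single age may follow its development. Of 1128 transcripts tested at both ages, 93 were higher in HVC at both, out of 189 at 45 d and 138 at 100 d. A further 139 were lower at both ages, and none passed in opposite directions. Under library size scaling, relative log expression and TMM over the listed transcripts 83, 97 and 37 were higher at both ages and 17, 23 and 12 lower, and in DESeq2 14 and 16. The 2 comparisons share the tissue and run labels, so this overlap is not independent evidence. Log2 fold changes had the same sign at both ages for 90.3% of these transcripts, with r = 0.832 and Spearman correlation = 0.854 across transcripts, which are not independent replicates. *SEMA3E*, which encodes a secreted semaphorin that steers axons, was enriched at 45 d by 2.06 (standard error 0.33, edgeR adjusted p = 0.000443) and at 100 d by 2.41 (standard error 0.37, edgeR adjusted p = 6.23e-08). *KCNV1*, a modifying subunit of voltage-gated potassium channels, was enriched by 1.94 (standard error 0.38, edgeR adjusted p = 0.0029) and 2.15 (standard error 0.46, edgeR adjusted p = 0.00059). *RPL4*, a ribosomal protein gene, was at 2.22 (standard error 0.45, edgeR adjusted p = 0.00428) and 2.49 (standard error 0.46, edgeR adjusted p = 3.22e-05), and *STMN1*, which encodes the microtubule regulator stathmin, at 2.20 (standard error 0.39, edgeR adjusted p = 0.00118) and 1.70 (standard error 0.47, edgeR adjusted p = 0.0175). *VIM*, the gene of the intermediate filament vimentin, was enriched at 45 d by 1.71 (standard error 0.33, edgeR adjusted p = 0.00252). *SLC7A2*, a transporter of cationic amino acids, was enriched at 45 d by 3.09 (standard error 0.63, edgeR adjusted p = 0.00444). *ACE*, which encodes a peptidase that makes angiotensin, was enriched at 100 d by 3.01 (standard error 0.42, edgeR adjusted p = 7.33e-10), and *ADSSL1*, an enzyme of purine synthesis, by 3.27 (standard error 0.41, edgeR adjusted p = 4.92e-12). *RPL4* at 45 d and 100 d and *STMN1* at 100 d lost the calls under some of the other scalings of the libraries.

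**Figure D1:**
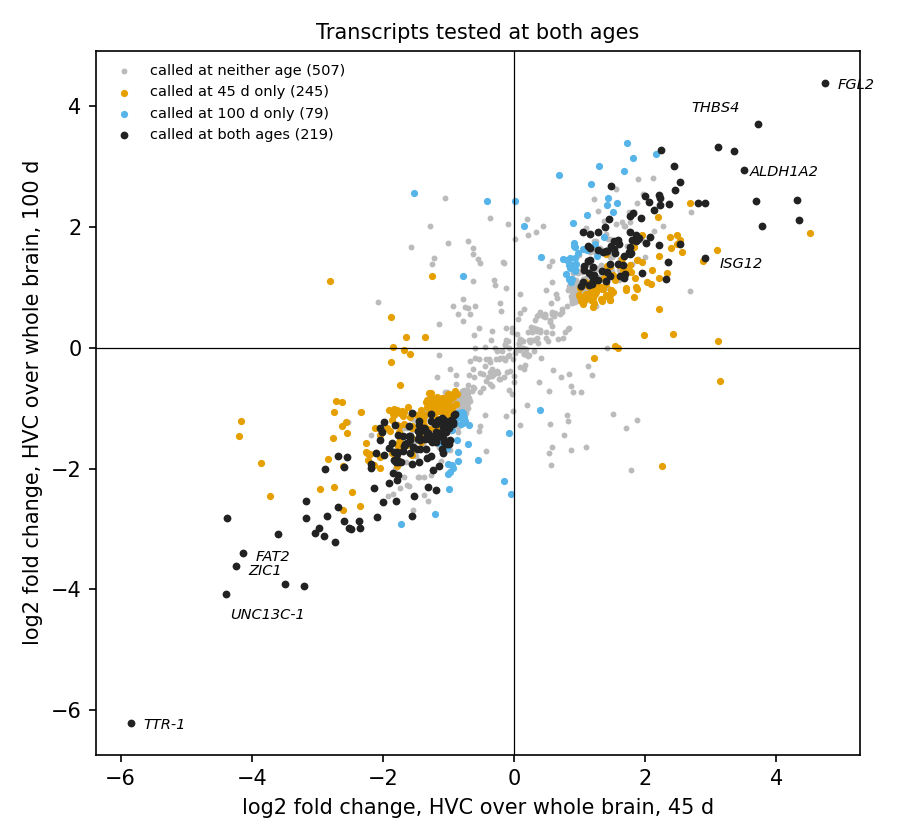
Log2 fold change of HVC over whole brain at 45 d (x axis) against 100 d (y axis) for 1050 transcripts tested at both ages. Colors mark the 219 transcripts that passed an adjusted p under 0.1 at both ages, 245 at 45 d only, 79 at 100 d only and 507 at neither; 78 transcripts with 3 or fewer reads in a group are left out. Most points lie in the lower left and upper right quadrants.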

The larger number of genes with enriched expression in HVC at 45 d indicates higher transcriptional activities at 45 d, and suggests that gene expression at 45 d is not synchronized with the rest of the brain. 

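A count of enriched genes depends on the number of libraries compared as well as on biology, since a second library lets smaller differences pass. At 45 d the authors' comparison set 2 HVC libraries against 1 of whole brain, and at 100 d 1 against 1. The dispersion of the authors' test was recovered from their fold changes at 45 d and from their p-values at 100 d. With it, the exact test of edgeR called 657 listed transcripts higher in HVC at 45 d and 375 at 100 d. With R92L1 as the only HVC library at 45 d, 345 were higher in HVC, and with R92L2 as the only one, 471. These single-library tests compare libraries, not ages, and count only transcripts listed in the deposited tables. The enriched genes at 45 d include *NRP1*, a semaphorin receptor gene, at 1.61 (standard error 0.31, edgeR adjusted p = 0.00307). *COL4A1*, a basement membrane collagen gene, passed at 45 d, 1.48 (standard error 0.40, edgeR adjusted p = 0.0366), and not at 100 d, 0.96 (standard error 0.59, edgeR adjusted p = 1). *TAC1*, the gene of the neuropeptide substance P, passed at 100 d, 2.56 (standard error 0.72, edgeR adjusted p = 0.0222), and had 10 and 11 reads in HVC at 45 d against 55 in whole brain. *TAC1* at 100 d lost the call under some of the other scalings of the libraries. From the larger number at 45 d the paper proposes higher transcriptional activity in juvenile HVC and expression out of step with the rest of the brain.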

The asynchronicity and transcriptional activity in HVC are gradually reduced as birds mature to adulthood, suggesting that chronological age plays a determinative role in regulation of gene expression in HVC.

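Neuropeptides, vesicle proteins, calcium-binding proteins and the enzyme of retinoic acid synthesis mark the projection neurons and interneurons of adult HVC. At 100 d the spread comes only from the 45 d HVC pair, since both groups are single libraries. The fit at 100 d gave no weight to the spread of single transcripts, so its p-values rest on a trend shared by all of them. *ALDH1A2*, which encodes a retinaldehyde dehydrogenase and lies on chromosome 10 of taeGut1 from 6786365 to 6838567, had 1575 reads in HVC and 249 in whole brain at 100 d. It was higher in HVC by 3.25 (standard error 0.38, edgeR adjusted p = 2.08e-14). *CRHBP*, the gene of the corticotropin-releasing hormone binding protein on chromosome Z of taeGut1 from 56938915 to 56947642, was higher by 3.33 (standard error 0.37, edgeR adjusted p = 4.36e-15). The neurotensin gene *NTS* was higher by 2.75 (standard error 0.36, edgeR adjusted p = 8.46e-11), and *CADPS2*, which acts in dense-core vesicle release, by 1.69 (standard error 0.35, edgeR adjusted p = 0.000286). *PVALB-2*, a parvalbumin gene, was higher by 1.11 (standard error 0.34, edgeR adjusted p = 0.0508). *PVALB-1* had 22 reads in HVC and none in whole brain, so it was at least 11.1-fold higher at 100 d, and at least 18.7-fold at 45 d; the 2 parvalbumin genes may share reads. *MUSTN1-2*, which encodes a small nuclear protein of muscle and skeleton, did not pass at 100 d, 2.40 (standard error 0.83, edgeR adjusted p = 0.12), and passed at 45 d, 2.69 (standard error 0.69, edgeR adjusted p = 0.0269). *RELN*, the gene of the secreted glycoprotein reelin on chromosome 1A of taeGut1 from 12019634 to 12249614, had 680 reads in HVC and 2798 in whole brain at 100 d and was lower in HVC, -1.45 (standard error 0.34, edgeR adjusted p = 0.00317). It was lower at 45 d too, -1.76 (standard error 0.32, edgeR adjusted p = 0.00138). *GLRA2*, a glycine receptor subunit, was lower at 45 d, -1.74 (standard error 0.37, edgeR adjusted p = 0.00589), and did not pass at 100 d, -1.50 (standard error 0.51, edgeR adjusted p = 0.107). *RELN* at 100 d and 45 d and *GLRA2* at 45 d lost their calls under each other scaling of the libraries, and *PVALB-2* at 100 d and *MUSTN1-2* at 45 d under some of them.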

The enriched expression of many genes in adult HVC, especially those expressed at high levels (eg, *ALDH1A2*, *CCNB*, *CADPS2*, *CRHBP*, *GLAR2*, *MUSTN1*, *NTS*, *PVBL*, *RELN*, etc.), have been reported previously using various experimental platforms including differential display, cDNA microarray, and/or in situ hybridization,^24^, ^25^, ^29^, ^33^, ^34^ supporting the robustness of the present study. We focused on a few genes showing enriched expression in 45 d HVC, and performed in situ hybridization to verify their expression. Consistent with the RNA‐Seq results, in situ hybridization revealed enriched expression of *ISG12*, *LDB3*, *LY6E2*, and *THBS4* in HVC compared to other brain regions at 45 d (Figure 1C). These results further show the suitability of our dissection method for isolating HVC‐specific tissue. 

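*ISG12* is induced by interferon, *LDB3* encodes a cytoskeletal adaptor, *LY6E-2* a membrane-anchored protein of the LY6 family and *THBS4* a thrombospondin of the extracellular matrix. At 45 d all 4 were higher in HVC than in whole brain. *ISG12*, on chromosome 2 of taeGut1 from 94975562 to 94980116, had 2263 and 5818 reads in HVC and 937 in whole brain, a log2 fold change of 2.92 (standard error 0.42, edgeR adjusted p = 0.000148). Its levels in the pair of HVC libraries were 2.13-fold apart, and its log2 fold change was 2.27 with R92L1 alone and 3.36 with R92L2 alone. *LDB3*, on chromosome 6 of taeGut1 from 8046485 to 8100090, was higher by 2.21 (standard error 0.39, edgeR adjusted p = 0.00107) at 45 d and did not pass at 100 d, 0.65 (standard error 0.57, edgeR adjusted p = 1). *LY6E-2*, on chromosome 2 of taeGut1 from 155464235 to 155470366, was higher by 3.06 (standard error 0.46, edgeR adjusted p = 0.000188), with 91 and 173 reads in HVC and 28 in whole brain. Its paralog *LY6E-1*, with which it may share reads, was higher by 2.49 (standard error 0.58, edgeR adjusted p = 0.0136). *THBS4*, on chromosome Z of taeGut1 from 55507223 to 55610018, was higher by 3.73 (standard error 0.41, edgeR adjusted p = 2.66e-06) at 45 d and by 3.70 (standard error 0.47, edgeR adjusted p = 1.29e-11) at 100 d. *ISG12* was still higher in HVC at 100 d, 1.49 (standard error 0.37, edgeR adjusted p = 0.00484), with 290 reads in HVC and 156 in whole brain. *ISG12* at 100 d lost the call under some of the other scalings of the libraries.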

The in situ hybridization results also revealed gene expression patterns in areas in addition to HVC. For example, on a sagittal brain section, *ISG12*, *LDB3*, and *THBS4* also showed enriched expression in RA, a song nucleus acting downstream from HVC, which, together with HVC, controls song related motor activities. These expression patterns suggest that gene expression in the song control circuit might be functionally segregated. In an analysis of cDNA microarray gene expression data in several song‐related brain regions, Lovell et al observed that each song‐related region has a distinct gene expression pattern compared to its adjacent region, and their data also suggest that HVC and RA share a large number of co‐expressed genes.^25^ Together, these data hint at the ontogeny and evolutionary history of the song control circuit.

To gain more insight into the biological functions of the differentially expressed genes, we performed REACTOME pathway enrichment analysis of genes with enriched expression in HVC at both 45 d and 100 d. The term axon guidance is most highly enriched in 45 d HVC and to a lesser extend in 100 d HVC. This group includes genes coding for calcium channel, potassium channel, NMDA receptors, endocytosis proteins, extracellular adhesion proteins, RELN signaling, ROBO and Slit signaling, and many ribosomal and proteasome proteins. 

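Semaphorins, Slits, ephrin receptors and their partners steer growing axons, and song circuits wire up around 45 d. Of 18 axon guidance ligands and receptors tested at 45 d, 4 were higher in HVC than in whole brain, 7 were lower and 7 did not pass in edgeR. At 100 d, 4 of 12 were higher and 3 lower. Under library size scaling, relative log expression and TMM over the listed transcripts alike, 4 were higher and 1 lower at 45 d, and 4 and 0 at 100 d. *PLXNA4-1*, a semaphorin co-receptor gene, was higher at 100 d, 1.78 (standard error 0.45, edgeR adjusted p = 0.00667). *SLIT3*, which encodes a secreted repellent of axons, was lower in HVC at 45 d, -2.60 (standard error 0.48, edgeR adjusted p = 0.00187), and at 100 d, -1.97 (standard error 0.65, edgeR adjusted p = 0.0818). *EPHB1*, an ephrin receptor gene, was lower at 45 d, -1.86 (standard error 0.55, edgeR adjusted p = 0.0597). *SEMA3D* had 1 read in HVC and 34 in whole brain at 100 d, a ratio of 0.0444 with a 95% counting interval of 0.00109 to 0.265. The REACTOME term for axon guidance in Data S3 has 68 member genes, which the study chose on these libraries, so they are not independent evidence. Of the 54 tested at 45 d, 11 were higher and 16 lower in HVC. Under the other scalings 6, 16 and 9 of 53 were higher and 1 lower. Potassium channel genes went both ways: 2 of 18 were higher at 45 d and 5 lower. Under the other scalings 1, 4 and 1 were higher and 1 lower. *KCNK1*, a leak channel gene, was lower at 45 d, -3.17 (standard error 0.41, edgeR adjusted p = 3.24e-05), and *KCND3*, an A-type channel gene, was lower too, -2.12 (standard error 0.52, edgeR adjusted p = 0.0202). Of 20 ribosomal protein genes, 4 were higher and 3 lower (1, 7 and 3 higher under the other scalings), with *RPS2* at 4.52 (standard error 0.73, edgeR adjusted p = 0.000443) and *RPL23A* at -1.74 (standard error 0.34, edgeR adjusted p = 0.0029). The lower calls of ribosomal genes ended under each other scaling. Among 8 proteasome subunits, *PSMB2*, 1.46 (standard error 0.33, edgeR adjusted p = 0.0113), and *PSMC1*, 1.09 (standard error 0.30, edgeR adjusted p = 0.0416), were higher and none was lower. *SLIT3* and *SEMA3D* at 100 d and *EPHB1*, *KCND3* and *RPL23A* at 45 d lost the calls under each other scaling of the libraries.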

The term metabolism of RNA is also highly enriched in 45 d HVC. This group includes many genes with functions related to mRNA splicing, processing of capped intron‐containing pre‐mRNA, cleavage of growing transcript in the termination region, and mRNA 3′‐end processing. 

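Splicing factors join exons of precursor RNA and can alter which protein forms a neuron makes. Of 17 mRNA splicing factors tested at 45 d, 4 were higher in HVC than in whole brain, 8 were lower and 5 did not pass in edgeR. The lower calls ended under each other scaling tried. At 100 d, 1 of 14 was higher and 3 were lower, against 2, 2 and 0 higher and 0 lower under the other scalings. *SFRS3*, a serine- and arginine-rich splicing factor, was higher in HVC at 45 d, 1.33 (standard error 0.31, edgeR adjusted p = 0.0128), as was *SFRS7*, 1.40 (standard error 0.39, edgeR adjusted p = 0.0406). *SFRS5*, of the same family, was higher at 100 d, 1.29 (standard error 0.35, edgeR adjusted p = 0.0133). *SF3B14*, a branch site factor, was lower at 45 d, -1.36 (standard error 0.39, edgeR adjusted p = 0.0463). *SNRPB*, a core protein of the spliceosome, was lower, -2.84 (standard error 0.79, edgeR adjusted p = 0.0409), with 0 and 9 reads in the 45 d HVC libraries and 58 in whole brain. *HNRNPA2B1*, which binds and transports RNA, was lower at 100 d, -1.23 (standard error 0.36, edgeR adjusted p = 0.0302), with 5385 reads in HVC and 19057 in whole brain. *HNRNPH3*, -1.09 (standard error 0.34, edgeR adjusted p = 0.0588), and *SF3A1*, -1.16 (standard error 0.38, edgeR adjusted p = 0.0844), were also lower at 100 d. *NCBP2*, which binds the cap of messenger RNA, had 2 reads in HVC and 49 in whole brain at 100 d, a ratio of 0.0616 with a 95% counting interval of 0.00726 to 0.235. Among the members of the RNA metabolism term in Data S3, chosen by the study on these libraries, 9 of 44 tested were higher at 45 d and 14 lower, against 5, 12 and 8 higher and 1 lower under the other scalings. *SF3B14* and *SNRPB* at 45 d and *HNRNPA2B1*, *HNRNPH3*, *SF3A1* and *NCBP2* at 100 d lost their calls under each other scaling of the libraries. *SFRS7* at 45 d and *SFRS5* at 100 d lost theirs under some of them.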

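Growing neurites need membrane lipid and energy, which the sterol pathway and the mitochondrial respiratory chain provide. All 7 genes of sterol and fatty acid synthesis tested at 45 d were on the higher side in HVC, and 2 passed in edgeR (1, 3 and 2 under the other scalings). These were *HMGCS1*, which starts the mevalonate pathway, at 1.01 (standard error 0.30, edgeR adjusted p = 0.0609), and *DHCR7*, which makes cholesterol in its last step, at 1.58 (standard error 0.40, edgeR adjusted p = 0.0241). *HMGCS1* was higher at 100 d as well, 1.03 (standard error 0.35, edgeR adjusted p = 0.0977). Of 30 tested members of the lipid metabolism term in Data S3, which the study chose on these libraries, 12 were higher at 45 d and none was lower (8, 19 and 9 higher under the other scalings). For aryl hydrocarbon receptor signaling, 5 of 7 were higher and none was lower (2, 5 and 2 higher under the other scalings). Of 21 respiratory chain and ATP synthase genes, 8 were higher in HVC at 45 d, 6 were lower and 7 did not pass; under the other scalings 3, 8 and 3 of 20 were higher and 1 lower. *COX7B*, a small subunit of cytochrome c oxidase, was lower in HVC, -2.88 (standard error 0.29, edgeR adjusted p = 5.37e-07), with 113 and 148 reads against 1734 in whole brain. *COX5A*, another subunit of the same enzyme, was higher, 2.48 (standard error 0.68, edgeR adjusted p = 0.0381). *SDHD*, a membrane anchor of succinate dehydrogenase, was higher, 2.09 (standard error 0.54, edgeR adjusted p = 0.0275), and *ATP5L*, a subunit of ATP synthase, was lower, -1.65 (standard error 0.50, edgeR adjusted p = 0.0631). At 100 d, 2 of 14 respiratory genes were higher and 2 lower (2, 2 and 1 higher and 1, 1 and 0 lower under the other scalings): *NDUFS4* was at 1.66 (standard error 0.39, edgeR adjusted p = 0.00303), *ATP5A1* at 1.25 (standard error 0.35, edgeR adjusted p = 0.0222) and *NDUFA10* at -1.50 (standard error 0.38, edgeR adjusted p = 0.00633). *ATP5L* at 45 d and *NDUFA10* at 100 d lost their calls under each other scaling of the libraries, and *HMGCS1* at 45 d and 100 d, *COX5A* at 45 d, *SDHD* at 45 d and *ATP5A1* at 100 d under some of them.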

Other terms enriched in 45 d HVC include metabolism of lipids, aryl hydrocarbon receptor signaling, respiratory electron transport, and ATP synthesis (Figure 2A). Fewer terms are significantly enriched in adult HVC than in juvenile HVC. The most highly enriched term in adult HVC is transport of small molecules. This term includes a large group of genes related to ion transporters or ion exchangers for sodium, potassium, or chloride and amino acid transporters. 

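Solute carriers move ions, amino acids and metabolites across neuronal and glial membranes. Of 34 solute carrier genes tested at 100 d, 8 were higher in HVC than in whole brain, 1 was lower and 25 did not pass in edgeR; under the other scalings 8, 5 and 2 were higher and 0 lower. *SLC26A4*, an anion exchanger gene on chromosome 1A of taeGut1 from 13854807 to 13875035, had 223 reads in HVC and 58 in whole brain, a log2 fold change of 2.53 (standard error 0.43, edgeR adjusted p = 1.86e-06). *SLC6A8*, the creatine transporter gene, was higher by 2.26 (standard error 0.39, edgeR adjusted p = 4.2e-06); in the pair of 45 d HVC libraries its levels were 4.69-fold apart. *SLC25A4*, which exchanges ADP and ATP across the mitochondrial membrane, was higher by 1.68 (standard error 0.50, edgeR adjusted p = 0.0389). *SLC5A8*, a monocarboxylate transporter gene, had 12 reads in HVC and none in whole brain and was at least 6.04-fold higher. At 45 d, 10 of 38 solute carriers were higher and 3 lower (6, 14 and 7 higher and 3 lower under the other scalings). The lower ones were *SLC13A4*, a sulfate transporter gene, -4.20 (standard error 0.75, edgeR adjusted p = 0.00138), *SLC1A6*, the glutamate transporter of Purkinje cells, and *SLC5A7*, the choline transporter of cholinergic neurons. *SLC1A6* had 1 and 2 reads in HVC against 57 in whole brain, a ratio of 0.0476 with a 95% counting interval of 0.00953 to 0.146. *SLC5A7* had no reads in HVC at 45 d and 74 in whole brain, so it was at least 27.3-fold lower. Of the 18 tested members of the transport term in Data S3, chosen by the study on these libraries, 10 were higher at 100 d and none was lower (11, 9 and 4 higher under the other scalings). *SLC6A8* and *SLC5A8* at 100 d lost their calls under each other scaling of the libraries, and *SLC25A4* at 100 d under some of them.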

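Retinoic acid made by *ALDH1A2* acts on gene expression in song nuclei, and G protein coupled receptors carry the effects of serotonin and acetylcholine. Of the 11 tested members of the retinoid term in Data S3, 5 were higher in HVC at 100 d and 3 lower in edgeR, against 4, 3 and 2 higher and 1 lower under the other scalings. Of the 18 tested members of the G alpha (i) term, 6 were higher and 3 lower, against 6, 5 and 1 higher and 0, 1 and 0 lower under those scalings. The study chose both sets on these libraries, so these counts are not independent evidence. *HTR1F*, a serotonin receptor gene coupled to G alpha (i), was higher in HVC at 100 d, 1.37 (standard error 0.45, edgeR adjusted p = 0.078). *CHRM3*, a muscarinic receptor gene, was lower at 100 d, -1.68 (standard error 0.56, edgeR adjusted p = 0.094), and at 45 d, -1.48 (standard error 0.43, edgeR adjusted p = 0.0559). *HTR1B*, another serotonin receptor gene, was lower at 45 d, -1.85 (standard error 0.32, edgeR adjusted p = 0.00107), as was *OPRK1*, the kappa opioid receptor gene, -2.62 (standard error 0.62, edgeR adjusted p = 0.0145). *GABRR1*, a GABA receptor subunit gene, was lower at 45 d, -2.52 (standard error 0.58, edgeR adjusted p = 0.0117), and at 100 d, -2.99 (standard error 0.90, edgeR adjusted p = 0.0414). *CHRM3* at 100 d and 45 d, *OPRK1* at 45 d and *GABRR1* at 45 d and 100 d lost their calls under each other scaling of the libraries, and *HTR1F* at 100 d and *HTR1B* at 45 d under some of them.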

Other terms enriched in adult HVC are retinoid metabolism and G protein coupled signaling events (Figure 2A). Details of genes associated with each term can be found in Data S3. Interestingly, gene network analysis indicated that terms related to RNA metabolism and axon guidance were connected (Figure 2B), suggesting that posttranscriptional mRNA processing such as RNA splicing may play a role in regulating axon guidance or growth.

**FIGURE 2:**
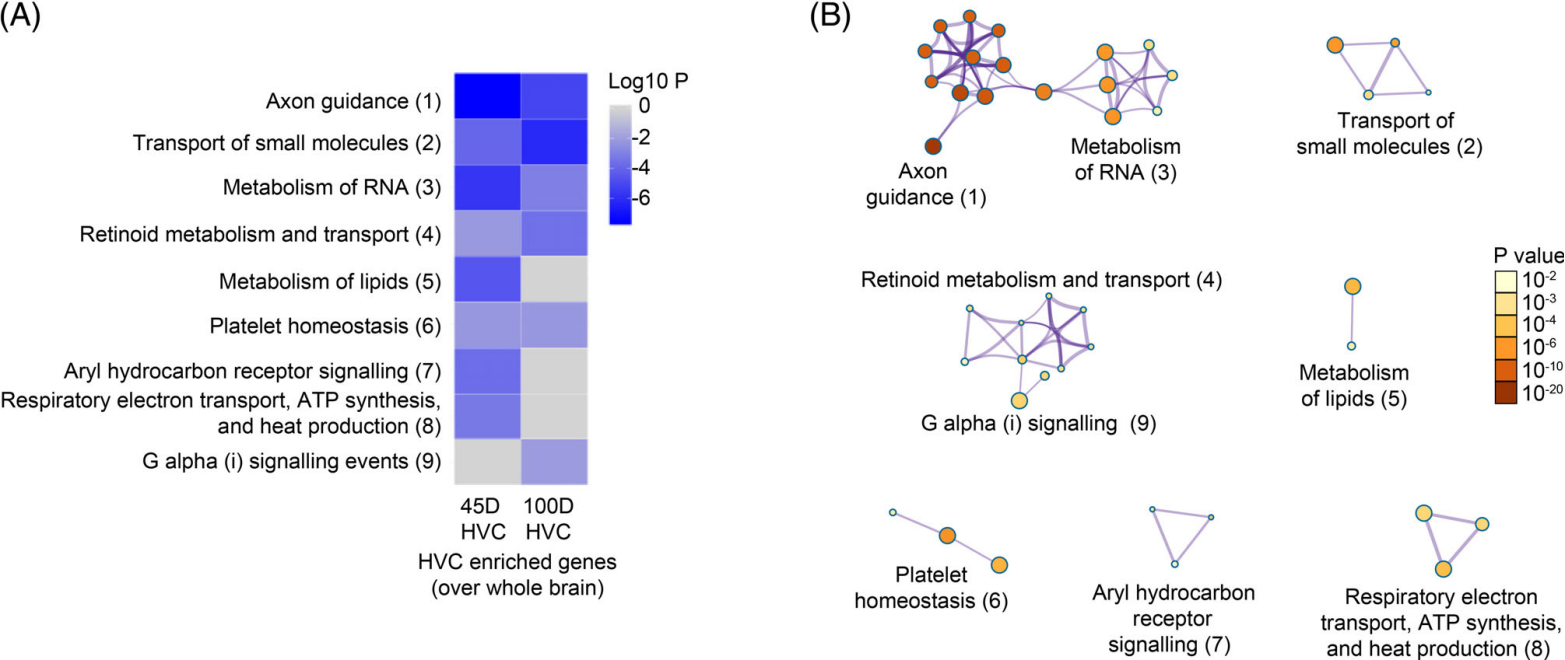
REACTOME enrichment analysis of genes in the HVC compared with whole brain at 45 d and 100 d. A, Enriched REACTOME terms among genes that show enriched expression in 45 d or 100 d HVC compared to whole brain tissues. B, Interconnections between enriched terms. In both A and B, *p*‐values are color‐coded; grey represents the absence of enrichment

### 2.3 Developmentally regulated gene expression in HVC

We examined gene expression changes in HVC between 45 d and 100 d. At a significance level of *q* < 0.1, 113 genes changed their expression between 45 d and 100 d. Among them, 70 genes increased expression and 43 genes decreased expression in HVC as juveniles matured into adulthood (Figure 3A). 

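Song becomes fixed between the juvenile and the adult age compared here. The comparison sets 1 library of HVC at 100 d against 2 at 45 d. No transcript of 2150 passed an adjusted p under 0.1 in edgeR's quasi-likelihood test, 443 had an unadjusted p under 0.05, and the smallest p was 5.09e-05. DESeq2 called 2 transcripts, *PDE10A* and *RASGRP1*, both higher at 100 d, and limma-voom called none. The exact test of edgeR with 1 common dispersion called 24 higher and 10 lower, and with dispersion 0, counting error alone, 581 and 592. With no filter on low counts, 7 were higher and 3 lower. *PDE10A*, the cyclic nucleotide phosphodiesterase of striatal neurons, had 229 and 290 reads at 45 d and 818 at 100 d, a log2 fold change of 1.65 (standard error 0.24, edgeR adjusted p = 0.231). *RASGRP1*, which activates Ras proteins, was at 2.13 (standard error 0.32, edgeR adjusted p = 0.231), and *RGS10-2*, which shortens G protein signals and may share reads with a paralog, at 2.02 (standard error 0.29, edgeR adjusted p = 0.231). *ISG12* was at -3.76 (standard error 0.49, edgeR adjusted p = 0.231), lower at 100 d than in either 45 d library. *LDB3* was at -2.47 (standard error 0.39, edgeR adjusted p = 0.272) and *LY6E-2* at -2.62 (standard error 0.47, edgeR adjusted p = 0.377). *SLC5A7* had no reads in either 45 d library and 29 at 100 d, so it was at least 19.3-fold higher at 100 d. *LHX8*, a transcription factor of cholinergic neurons, had 3 and 7 reads at 45 d and 47 at 100 d, 3.21 (standard error 0.58, edgeR adjusted p = 0.377). *DLK1*, a Notch ligand gene, was at 1.59 (standard error 0.29, edgeR adjusted p = 0.377), and *CD200* at 2.70 (standard error 0.53, edgeR adjusted p = 0.516).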

When we lowered the significance threshold to *p* < 0.01, 330 genes changed expression; 189 genes increased expression, and 141 genes decreased expression (Data S4 lists the genes, including their annotations, chromosomal locations, and read counts). These findings indicate that large‐scale reorganization of the transcriptome landscape occurs in HVC during the day 45 and day 100 interval when the song circuit maturation and song learning occur.

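A looser threshold takes in genes with smaller differences along with more that pass by sampling alone. At an unadjusted p under 0.01, 78 transcripts differed between the ages in edgeR, 43 higher and 35 lower at 100 d. The deposited table lists only transcripts that the authors' test ranked first, so this count is no estimate over all genes. *CHRM4*, a muscarinic receptor gene on chromosome 5 of taeGut1 from 22297266 to 22298690, had 61 and 53 reads at 45 d and 156 at 100 d, a log2 fold change of 1.43 (standard error 0.35). *GAD2*, which encodes an enzyme that makes GABA, was at 0.83 (standard error 0.23), and *CAMK2B-1*, a subunit of the calcium- and calmodulin-dependent kinase, at 0.80 (standard error 0.24). *PHF15*, a chromatin-binding factor, was at 1.03 (standard error 0.27). *IFRD1*, a transcriptional regulator, was on the lower side at 100 d, -1.12 (standard error 0.28). *NEUROD6*, a transcription factor of excitatory pallial neurons, was on the lower side at 100 d, -1.10 (standard error 0.27), with 484 and 531 reads at 45 d and 238 at 100 d. *GRM3*, a metabotropic glutamate receptor gene, was on the lower side, -0.88 (standard error 0.25). None of these passed after adjustment.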

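Between 45 d and 100 d the song of a male goes from variable to fixed, and HVC gains neurons and connections. Receptors, junction proteins and cytokines are among the genes compared. Of the 113 transcripts that the authors' deposited table calls between the ages in HVC, 104 had enough counts to be tested here. All 104 differed in the same direction as in that table, which follows from using its counts and sizes solved from its fold changes. None had an adjusted p under 0.1 in edgeR's quasi-likelihood test, though 63 were among the transcripts with an unadjusted p under 0.01. The authors' p-values lie near those of an exact test in which every transcript has a dispersion of 0.0281, with a median ratio of 1.14 between the p-values and a largest of 2.14. With that dispersion in the exact test, 104 transcripts passed and 103 of these are in the authors' list. *HTR2A*, a serotonin receptor gene, was among those called by the exact test with 1 common dispersion and had 13 and 15 reads at 45 d and 80 at 100 d. *PPL*, a plakin of cell junctions, had 238 and 271 reads at 45 d and 647 at 100 d. *IL16*, a cytokine gene, had 15 and 15 reads at 45 d and 68 at 100 d. From the genes it calls, the paper concludes that the transcriptome of HVC is reorganized on a large scale between 45 d and 100 d.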

**FIGURE 3:**
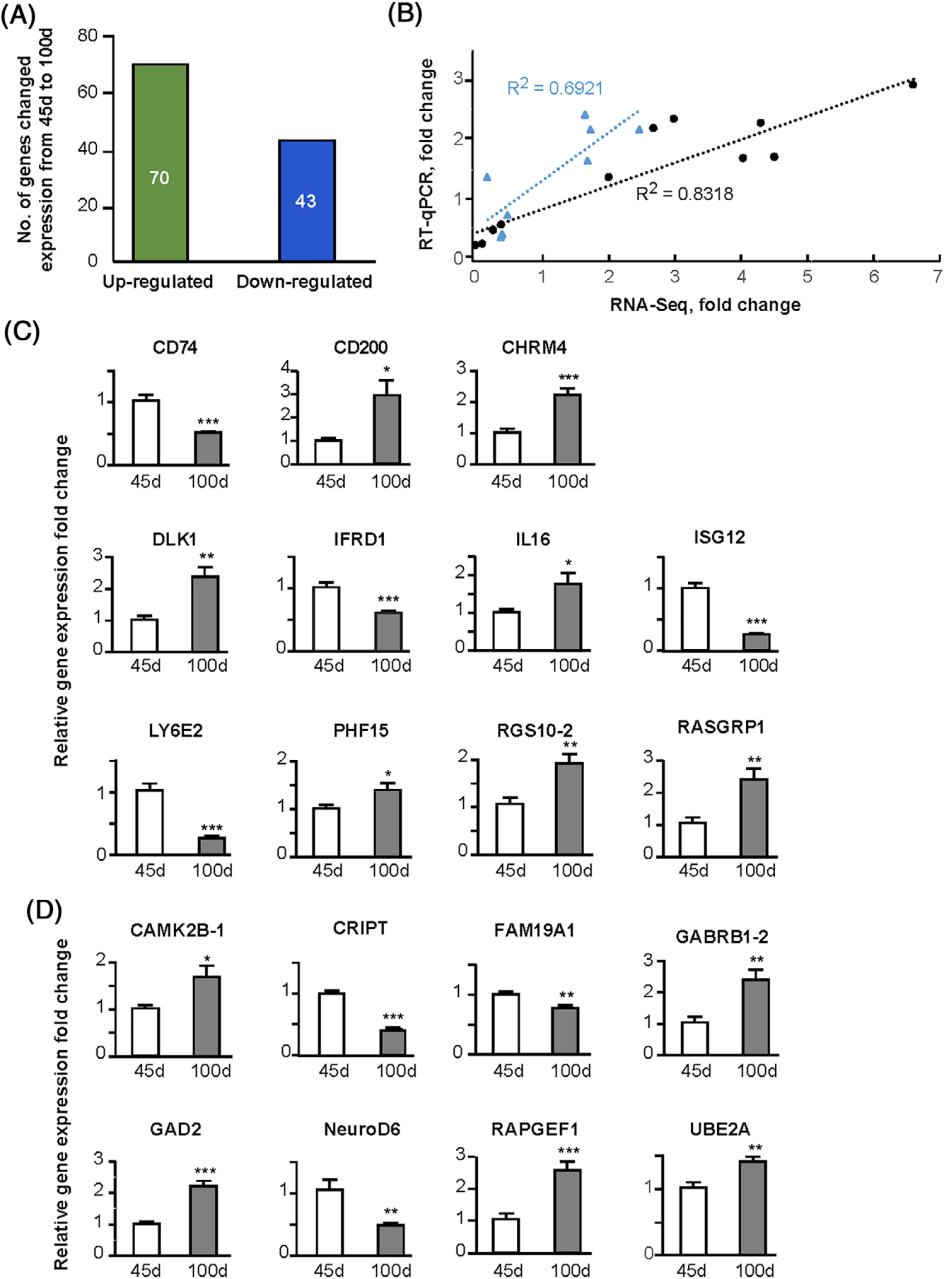
Validation of gene expression changes using RT‐qPCR. A, RNA‐Seq analysis identified 113 differentially expressed genes in HVC as birds matured from 45 d to 100 d; 70 genes increased expression, and 43 genes decreased expression (*q* < 0.1). B, Regression analysis of RNA‐Seq and RT‐qPCR results showing correlations between gene expression changes. Note the black line and the dots represent genes whose expression changes met the *q* < 0.1 cutoff in RNA‐Seq experiment. The blue line and the triangles represent genes whose expression changes did not meet the *q* < 0.1, but met the *p* < 0.01 cutoff in RNA‐Seq. C, Validation by RT‐qPCR of expression changes of specific genes that met the *q* < 0.1 cutoff in RNA‐Seq experiment (black dots in B). D, Validation by RT‐qPCR of expression changes of genes that did not meet the *q* < 0.1 cutoff, but had *p* < 0.01 in RNA‐Seq (blue triangles in B). In both C and D, n = 4‐9 animals per age group. *p < 0.05, **p < 0.01, ***p < 0.001

To verify the RNA‐Seq gene expression results, we performed quantitative real‐time PCR (RT‐qPCR) for a handful genes that met with the *q* < 0.1 cutoff to assess their expression levels in a separate set of HVC samples. This group of genes included *CD74*, *CD200*, *CHRM4*, *DLK1*, *IFRD1*, *IL16*, *ISG12*, *LY6E‐2*, *PHF15*, *RGS10‐2*, and *RASGRP1*. All these genes showed significant expression changes between 45 d and 100 d in HVC (Figure 3C). In the RNA‐Seq experiment, expression levels of these genes were represented with read counts ranging from 15 to several thousand, and fold‐changes from 1.7‐fold to 13‐fold. Despite these wide ranges and different analysis platforms, regression analysis indicated a high level correlation between the RNA‐Seq and RT‐qPCR results (*R* ^2^ = 0.8318, Figure 3B). 

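RT-qPCR measured RNA of single birds, 4 to 9 per age group, and so gives the spread between birds that pooled libraries lack. All 11 genes of the q group had the same direction at 100 d against 45 d in the RNA-Seq libraries and in the paper's RT-qPCR values of Data S5. Across these genes, which are not independent replicates, linear fold changes gave R squared = 0.8317 (r = 0.912, permutation p = 0.00019, adjusted p = 0.00076; Spearman correlation = 0.882, permutation p = 0.00071), with RNA-Seq fold changes from edgeR. The adjusted values cover the linear and log2 scales of both gene groups. On the log2 scale r was 0.977. Without library R92L1 the R squared was 0.8189, and without R92L2 0.8047. *ISG12* fell in the paper's RT-qPCR values to 0.259 of its 45 d level (exact permutation test, p = 0.00216). *LY6E-2* fell to 0.26 (exact permutation test, p = 0.00216). *CD74* fell to 0.504 with 6 birds at 45 d and 9 at 100 d (exact permutation test, p = 0.0004), and its reads in the pair of 45 d libraries were 77 and 29. *CHRM4* rose 2.19-fold and *DLK1* 2.34-fold in RT-qPCR (exact permutation test, p = 0.00216 for each). *RASGRP1* rose 2.28-fold (exact permutation test, p = 0.00433), *CD200* 2.88-fold and *RGS10-2* 1.7-fold. The Ct column of the *CD200* block in Data S5 is headed with the name of a muscarinic receptor, so its values may belong to another gene. The block of *CHRM4* itself holds other values, with 6 birds per age against 4, so the heading alone may be wrong. *IL16*, *PHF15* and *IFRD1* had RT-qPCR ratios of 1.73, 1.38 and 0.6.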

We further performed RT‐qPCR to test eight differentially expressed genes that did not meet with the stringent *q* < 0.1 cutoff, but had *p* < 0.01 in the RNA‐Seq experiment. This second group, which included *CAMK2B‐1*, *CRIPT*, *FAM19A1*, *GABRB1‐2*, *GAD2*, *NEUROD6*, *RAPGEF1*, and *UBE2A*, also showed significant expression changes between 45 d and 100 d HVC by RT‐qPCR, and the RNA‐Seq and RT‐qPCR results showed a good correlation (*R* ^2^ = 0.69, Figure 3B,C. For all RT‐qPCR experiments, n = 4‐9 animals per age group were used. The RT‐qPCR data are also shown in Data S5). Together, these results provide an independent validation of our RNA‐Seq approach to identifying differentially expressed genes in HVC during song development.

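The p group holds genes that passed an unadjusted p under 0.01 but not an adjusted p under 0.1 in the paper's RNA-Seq test. Of its 8 genes, 7 had the same direction in the RNA-Seq libraries and in the paper's RT-qPCR values, and *UBE2A* had the opposite one. *UBE2A*, which encodes a ubiquitin-conjugating enzyme, had 11 and 37 reads in the 45 d libraries and 6 at 100 d, an RNA-Seq log2 fold change of -1.94 (standard error 0.83). In the paper's RT-qPCR values it was 1.39-fold higher at 100 d (exact permutation test, p = 0.0108). The Ct column of its block in Data S5 is headed *RASGRP1*, and those of *FAM19A1* and *RAPGEF1* also carry other genes' names, so these RT-qPCR values may belong to other genes. The headings name *RASGRP1*, *GAD2* and *RGS10-2*, whose own blocks gave ratios of 2.28, 2.19 and 1.7. The headings alone may therefore be wrong. Linear fold changes across the 8 genes gave R squared = 0.7002 (r = 0.837, exact permutation p = 0.021, adjusted p = 0.034; Spearman correlation = 0.69, exact permutation p = 0.069). On the log2 scale r was 0.724 (exact permutation p = 0.061), and without *UBE2A* it was 0.963. Without direction, a setting chosen after the data were seen, the authors' fold changes gave r = -0.367 (exact permutation p = 0.48), so the relation rests on direction. Without library R92L1 the linear R squared was 0.613, and without R92L2 0.786. *CRIPT*, which binds postsynaptic scaffold proteins, fell to 0.4 of its 45 d level in RT-qPCR (exact permutation test, p = 0.00216), with an RNA-Seq log2 fold change of -1.13. *NEUROD6* fell to 0.463 and *FAM19A1*, a chemokine-like gene, to 0.773. *GAD2* rose 2.19-fold, *RAPGEF1*, an activator of Rap proteins, 2.44-fold, *GABRB1-2*, a GABA receptor subunit gene, 2.19-fold and *CAMK2B-1* 1.68-fold. The RNA-Seq log2 fold changes of *RAPGEF1* and *GABRB1-2* were 0.78 and 1.31. From RT-qPCR of both groups on separate HVC samples, the paper concludes that its RNA-Seq approach finds genes that differ in HVC during song development.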

To examine the functions of the developmentally regulated genes, they were sorted into groups according to their functional annotations. The relative distribution of these groups is summarized in Figure 4A. These groups include genes with functions related to cytoskeleton and microtubule, extracellular matrix and cell adhesion, G protein‐coupled neuromodulator receptors, immune system function, mitochondrial function, RNA processing, and signal transduction (Figure 4B). The cell adhesion and extracellular matrix proteins have important roles in neuronal migration and maturation, while the cytoskeletal and microtubule proteins represent essential structural components for establishing and modifying neuronal dendritic and synaptic morphology. Within these groups, some genes were upregulated and others downregulated between the two ages. 

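Matrix and adhesion proteins hold synapses and vessels in place, and adaptors link them to the cytoskeleton. None of the genes below passed an adjusted p under 0.1 in edgeR between the ages. On the higher side at 100 d, *PPL* was at 1.34 (standard error 0.25) and *DSP*, which encodes desmoplakin, at 1.48 (standard error 0.36). *VCAM1*, an adhesion receptor of vessels, was at 1.81 (standard error 0.52), and *PCDH21*, a protocadherin gene, at 1.77 (standard error 0.49). *AMIGO2*, a neuronal adhesion gene, was at 1.86 (standard error 0.62), but its levels in the pair of 45 d libraries were 2.98-fold apart. *EPB41L4B*, a membrane-cytoskeleton linker, was at 1.06 (standard error 0.29). On the lower side, *LDB3* had 121 and 168 reads at 45 d and 26 at 100 d. *FNDC1*, a gene with fibronectin domains, was at -2.02 (standard error 0.49). *EYS*, a secreted protein gene of photoreceptors, was at -2.12 (standard error 0.78), with its 45 d levels 2.32-fold apart. *DOCK2*, which activates Rac in blood-derived cells, was at -1.44 (standard error 0.59).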

Among the signal transduction genes, FZD10 is known to promote sensory neuron development in Xenopus^35^ and was observed here as upregulated at 45 d. In contrast, genes encoding proteins for synaptic functions, including G‐protein coupled neuromodulator receptors, were mostly upregulated at 100 d compared to 45 d. These patterns are consistent with and reflect the highly orchestrated processes of circuit maturation and synaptic reorganization, particularly, the transition from synaptogenesis at 45 d to mature synaptic functions as zebra finches mature into adulthood. 

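*FZD10* encodes a receptor of Wnt ligands. It lies on chromosome 15 of taeGut1 from 624462 to 626156 and had 41 and 45 reads in the 45 d HVC libraries and 10 at 100 d. Its log2 fold change at 100 d against 45 d was -2.10 (standard error 0.55), on the side of higher expression at 45 d, and did not pass after adjustment. *STK32B*, a kinase gene, was on the higher side at 100 d, at 1.48 (standard error 0.50).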

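Neuromodulators such as serotonin and acetylcholine act on G protein coupled receptors, whose signals RGS proteins shorten. Of 10 amine and muscarinic receptor genes tested, 9 were on the higher side at 100 d and 1 on the lower side; none passed in edgeR after adjustment. *HTR2A*, on chromosome 1 of taeGut1 from 57005485 to 57027162, was at 2.50 (standard error 0.44). *GPR12*, an orphan receptor gene, was at 1.68 (standard error 0.47), and *RGS12*, a regulator of G protein signals, at 1.09 (standard error 0.24). *GNAI1*, the gene of an inhibitory G protein subunit, was at 0.61 (standard error 0.23). *INADL*, a scaffold of cell polarity, was at 2.14 (standard error 0.73), with 3 and 5 reads at 45 d and 18 at 100 d. The same direction held for markers of striatal projection neurons, 8 of 8, and of cholinergic and basal forebrain neurons, 4 of 4. The receptor and striatal lists share *CHRM4* and *DRD2*, and *ZIC1* of the cholinergic list is also on the cerebellar list. All of the striatal and cholinergic markers except *ZIC1* come from the authors' table of ages in HVC, which lists transcripts of small p. *PENK*, *MEIS2*, *GPR52* and *DRD3*, with reads in HVC at 45 d, are not in it, nor is *ISL1*. Normalized counts of *PDE10A* were 253 and 266 in the 45 d HVC libraries, 818 in HVC at 100 d, and 443 and 602 in whole brain at 45 d and 100 d. Those of *TAC1* were 11.1 and 10.1 in the 45 d HVC libraries, 67.0 in HVC at 100 d, and 30.4 and 11.3 in whole brain. *CHAT*, which makes acetylcholine, had normalized counts of 2.2 and 1.8 in the 45 d HVC libraries, 11.0 in HVC at 100 d, and 30.4 and 41.8 in whole brain.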

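Mitochondria supply the energy for firing and synaptic release, and their ribosomes make subunits of the respiratory chain. *SDHD* had 80 and 49 reads in HVC at 45 d and 18 at 100 d, a log2 fold change of -1.88 (standard error 0.58). *AURKAIP1*, a component of the mitochondrial ribosome, was on the lower side at 100 d, -1.25 (standard error 0.34). *GRPEL1*, a cofactor of mitochondrial protein import, was on the higher side, 1.36 (standard error 0.37). Of 20 respiratory chain and ATP synthase genes, 16 were on the lower side at 100 d and 4 on the higher side, with none called in edgeR after adjustment; markers of astrocytes, vessels and microglia were on the lower side in that library as well. *UQCRB*, a subunit of complex III with 2417 and 1955 reads at 45 d and 1882 at 100 d, was at -0.25 (standard error 0.29).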

The downregulation of genes related to mitochondrial function may indicate the shifting of energy demand during this process. 

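RNA decay and splicing decide which messages a neuron keeps, and basement membranes support vessels and migrating cells. *UPF3A*, which acts in nonsense-mediated decay of RNA, had 343 and 501 reads in HVC at 45 d and 889 at 100 d, a log2 fold change of 1.08 (standard error 0.25). *COL4A1*, the basement membrane collagen gene, had 90 and 114 reads at 45 d and 31 at 100 d and was on the lower side, -1.72 (standard error 0.39). *TLL2*, a secreted metalloprotease gene, was on the lower side, -1.71 (standard error 0.52). *CSTF1*, a factor of messenger RNA cleavage, was on the lower side, -1.47 (standard error 0.45), and the splicing factor gene *SYF2* on the higher side, 1.91 (standard error 0.60). *TMEM201*, a nuclear envelope gene, was on the higher side, 1.84 (standard error 0.69). None passed an adjusted p under 0.1 in edgeR.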

Dysfunction of many of these genes has been associated with a wide range of neurodevelopmental disorders (Table 1).

**FIGURE 4:**
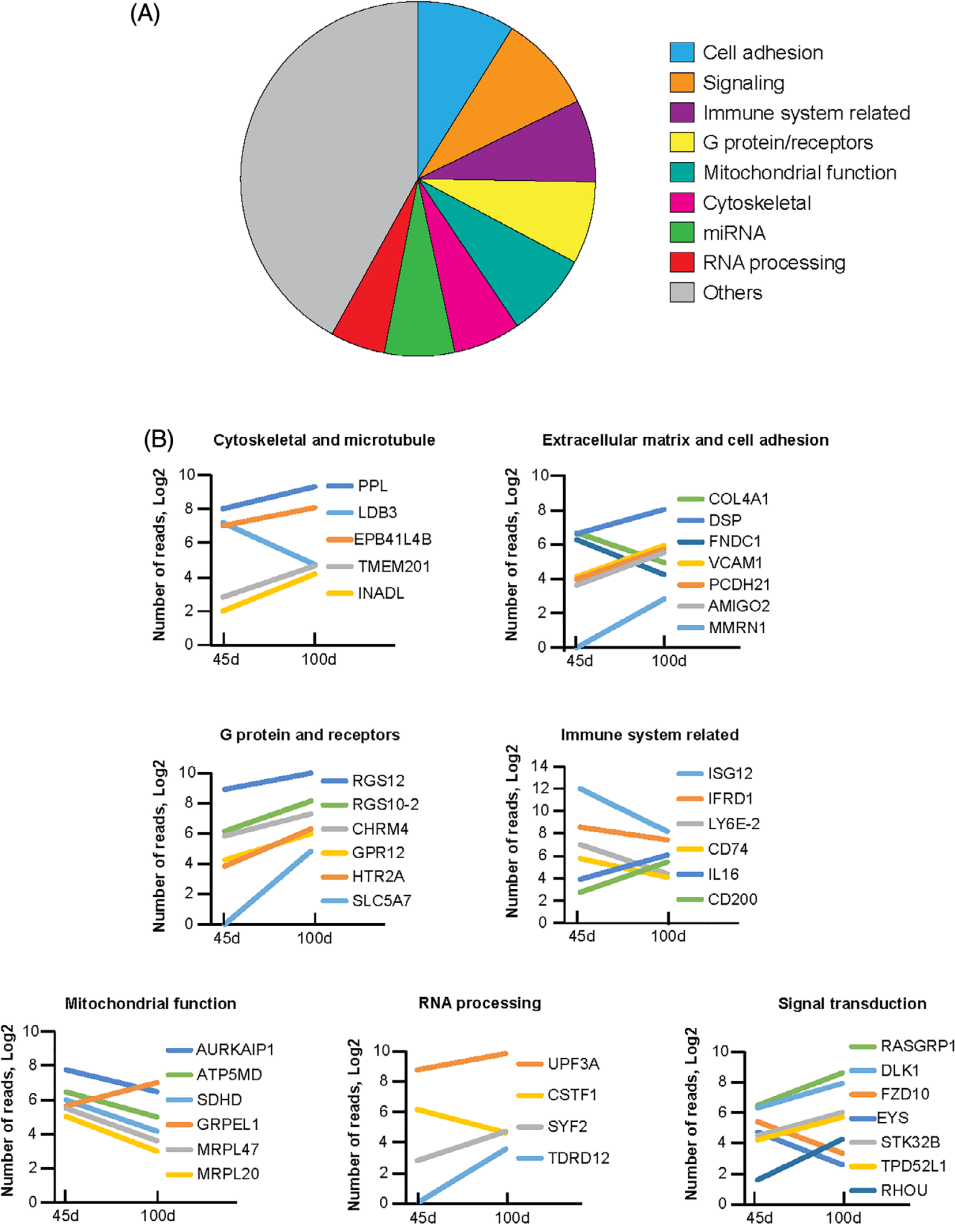
Functional groups of genes differentially expressed between juvenile and adult HVC. A, Relative distribution of functional groups of genes differentially expressed between 45 d and 100 d HVC. B, Functional groups of genes that changed expression significantly (*q* < 0.1): cytoskeleton and microtubules, extracellular matrix and cell adhesion, G protein and G‐protein‐coupled receptors, immune system related, mitochondrial function, RNA processing, and signal transduction. Each line connects the numbers of reads at 45 d and 100 d in HVC. Line colors identify gene names as indicated

**TABLE 1:** Genes developmentally regulated in HVC that have been implicated in nervous system related disorders

Gene symbol	Gene name	Disorders^a^
CLCN2	Chloride channel 2	Epilepsy
COL4A1	α1 chain of type IV collagen	Cerebral small vessel disease, epilepsy, developmental delay
CRIPT	CXXC repeat containing Interactor of PDZ3 domain	Microcephaly, developmental delay
IFRD1	Interferon related developmental regulator 1	Sensory/motor neuropathy with ataxia (SMNA)
RAPGEF1	Rap guanine nucleotide exchange factor 1	Cerebral palsy, communication difficulties, cognitive impairment
TLL2	Zinc‐dependent metalloprotease	Non‐Syndromic intellectual disability, ADHD
UBE2A	Ubiquitin‐conjugating enzyme E2A	Intellectual disability, seizure, poor speech
UPF3A	Regulator of nonsense mediated MRNA decay	ASDs

Abbreviation: ASDs, autism spectrum disorders.

^a^ Note all genes listed met with *q* < 0.1 cutoff in RNA‐Seq or have been validated by RT‐qPCR. Mutations of some of these genes have been implicated in multiple diseases, but only nervous system disorders are listed.

Unexpectedly, a group of genes known for their functions in the immune system was found as developmentally regulated in HVC (Table 2). This group includes genes encoding the major histocompatibility complex class II invariant chain1 (CD74), the immune inhibitory molecule CD200, the brain‐specific chemokine (FAM19A1), interferon‐related developmental regulator 11 (IFRD1), interleukin IL16, interferon inducible protein ISG12, and Lymphocyte antigen complex 6 (LY6E‐2). 

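Genes named for the immune system also act in neurons and glia, in synapse removal and in signals between neurons and microglia. Normalized counts of *ISG12* were 2502 and 5332 in the 45 d HVC libraries and 290.0 in HVC at 100 d, against 518 and 104 in whole brain at 45 d and 100 d. *LY6E-2* had 101 and 158 normalized counts in HVC at 45 d and 21.0 at 100 d, and 15.5 in whole brain at 45 d. *CD74*, the invariant chain of MHC class II, had 85.1 and 26.6 at 45 d, 3.17-fold apart within the pair, and 17.0 at 100 d. The difference of *CD74* between the ages was -1.70 (standard error 0.75). *IFRD1* had 347 and 401 normalized counts at 45 d and 172 at 100 d in HVC, and 190 in whole brain at 45 d. *FAM19A1* had 486 and 566 at 45 d and 290.0 at 100 d, a log2 fold change of -0.86 (standard error 0.27). *CD200*, a neuronal ligand that quiets microglia, was on the higher side at 100 d, with 6.63 and 6.42 normalized counts at 45 d and 43.0 at 100 d. *IL16* was on the higher side too, 2.16 (standard error 0.45). None of the 7 passed an adjusted p under 0.1 in edgeR's quasi-likelihood test between the ages in HVC. In the exact test of edgeR with 1 common dispersion *ISG12*, *LY6E-2*, *IL16* and *CD200* passed, and *ISG12* passed with no filter on low counts and with all 5 libraries in 1 fit, a setting chosen after the data were seen. Of 3 microglia and macrophage markers, *CD74* itself among them, all 3 were on the lower side at 100 d in HVC, and none passed.

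**Figure D2:**
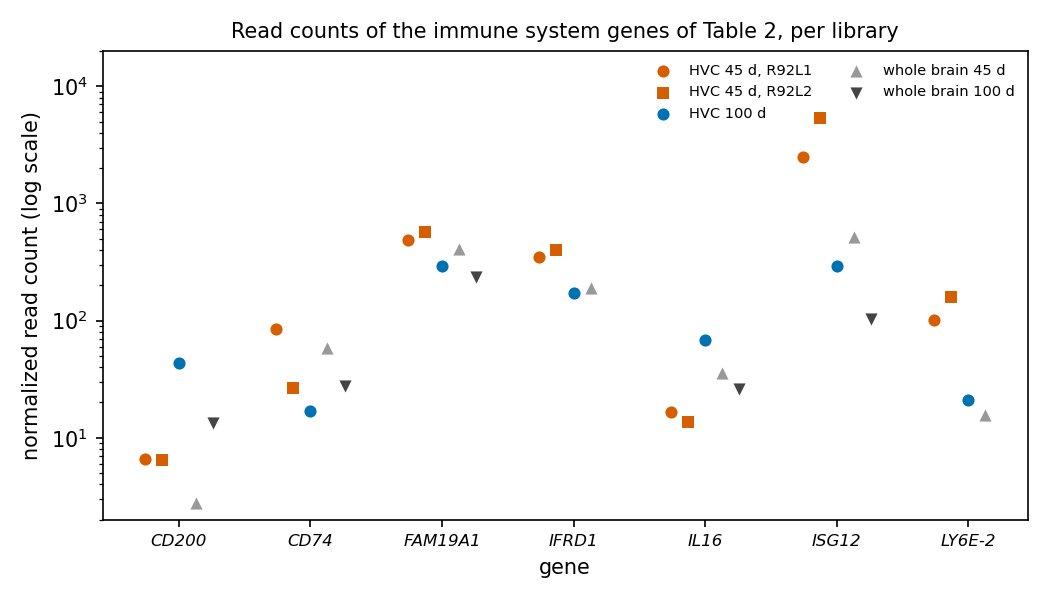
Normalized counts per library (log axis) of the 7 genes in the 2 HVC libraries at 45 d, the HVC library at 100 d and the whole brain libraries at 45 d and 100 d; each point is 1 library. *ISG12* lies at 2502 and 5332 in HVC at 45 d and at 290.0 in HVC at 100 d, *CD200* at 6.63 and 6.42 and at 43.0.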

Expression changes of these genes were validated using RT‐qPCR (see Figure 3C,D). In addition, at least some of them (eg, *ISG12* and *LY6E‐2*) exhibited enriched expression specifically in HVC and other song related brain regions (Figure 1C). Together, these observations argue against the possibility that their expression patterns were due to pathogen‐activated immune responses, although that cannot be entirely excluded.

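Interferon-induced genes act in defense against viruses, and some are expressed in healthy brain. Of 11 interferon response genes tested at 45 d, 11 were on the higher side in HVC and 4 passed in edgeR, with none lower (3, 5 and 3 passed under the other scalings). *TRIM25*, a ubiquitin ligase of antiviral signaling, was among these, 1.49 (standard error 0.46, edgeR adjusted p = 0.0732), with *ISG12* and both *LY6E* genes. At 100 d, 1 of 5 passed, *ISG12*, and no other did; it passed under library size scaling and not under relative log expression or TMM over the listed transcripts. Between the ages in HVC, 6 of 7 were on the lower side at 100 d and none passed. In whole brain, 6 of 7 were on the higher side at 100 d, and *ISG12* alone passed, lower at 100 d. *TRIM25* at 45 d and *ISG12* between the ages in whole brain lost their calls under some of the other scalings of the libraries. From the enriched expression of some of these genes in HVC, among other observations, the paper argues against a response to pathogens while leaving it possible.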

**TABLE 2:** Immune system related genes that are developmentally regulated in HVC

Gene symbol	Descriptive name	Log2 FC^a^
CD74	MHC class II invariant chain 1	−1.690
CD200	Type I membrane glycoprotein	2.720
FAM19A1	Brain‐specific chemokine	−0.863
IFRD1	Interferon‐related developmental regulator 1	−1.125
IL16	Interleukin 16	2.172
ISG12	Interferon inducible protein	−3.758
LY6E‐2	Lymphocyte antigen complex 6	−2.634

^a^ Note positive values indicate increased expression and negative values indicate decreased expression in HVC from 45 d to 100 d. The fold changes are based on RNA‐Seq results, all have been validated by RT‐qPCR with *p* < 0.05 (see Figure 3).

We performed REACTOME analysis of genes displaying developmentally regulated expression in HVC. The most highly enriched term among genes with higher expression in 45 d HVC is metabolism of amino acids and derivatives. This group includes many genes related to ribosomal proteins, proteasome proteins, and translation initiation and elongation. 

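Ribosomes, proteasomes and translation factors make and remove proteins, and growing neurites depend on both. Of 22 cytosolic ribosomal protein genes, 19 were on the lower side at 100 d in HVC and 3 on the higher side. In whole brain 12 of 16 were on the lower side at 100 d. Of 10 proteasome subunits 8 were on the lower side in HVC, and of 9 translation initiation and elongation factors 8. None of these members passed after adjustment in edgeR. All 9 astrocyte, all 4 endothelial and mural and all 3 microglia and macrophage markers tested were on the lower side in the same 100 d library. *RPL32* was at -0.11 (standard error 0.36). *EEF1A1*, the elongation factor with 6043 and 10026 reads at 45 d and 5658 at 100 d, was at -0.49 (standard error 0.27). *PSMC1*, an ATPase subunit of the proteasome, was at -0.41 (standard error 0.25), and *PSMD10* at 0.54 (standard error 0.28). All 46 tested members of the amino acid metabolism term in Data S6, which the study chose on these libraries, were on the lower side at 100 d.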

Interestingly, terms related to cell division such as DNA replication and repair, G1/S phase transition, cell cycle, and mitosis are highly enriched. 

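New neurons still join HVC at 45 d, and their dividing precursors lie along the ventricle beside it. Of 15 genes of cell cycle and DNA replication, 8 were on the lower side at 100 d in HVC and 7 on the higher side, none called in edgeR. *PTTG1*, securin, which holds sister chromatids together, was at -1.11 (standard error 0.55), with 46 and 127 reads at 45 d and 39 at 100 d. *ANLN*, an actin-binding protein of cell division, was at 0.25 (standard error 0.45). Members of the mitotic cell cycle term in Data S6, which the study chose on these libraries, were on the lower side at 100 d for 29 of 33 tested, and those of DNA replication for 12 of 15. So were all 9 astrocyte, all 4 endothelial and mural and all 3 microglia and macrophage markers in that 100 d library. Against whole brain, *PTTG1* was lower in HVC at 100 d, -2.09 (standard error 0.48, edgeR adjusted p = 0.00206), and *ANLN* at 45 d, -1.43 (standard error 0.38, edgeR adjusted p = 0.0347). *PTTG1* at 100 d and *ANLN* at 45 d lost the calls under each other scaling of the libraries.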

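Collagens, laminins and integrins form the basement membrane of brain vessels and anchor cells to it. Of 11 collagen, laminin, integrin and basement membrane genes, 10 were on the lower side at 100 d in HVC and 1 on the higher side, with none called in edgeR. *NID1*, which links laminin to collagen, was at -0.89 (standard error 0.33), and *LAMA4*, a laminin chain of vessels, at -0.52 (standard error 0.25). *COL4A1* belongs both to this list and to the list of endothelial and mural markers. All 4 markers of endothelial and mural cells were on the lower side at 100 d, with *PECAM1*, an adhesion receptor of endothelium, at 95 and 139 reads at 45 d and 58 at 100 d, and *VWF*, the von Willebrand factor gene, at a log2 fold change of -0.73 (standard error 0.28). Against whole brain at 45 d, 2 of 4 of these markers were higher in HVC (1, 3 and 2 under the other scalings), *PECAM1* by 1.34 (standard error 0.38, edgeR adjusted p = 0.0471). *ITGB3*, an integrin subunit gene, was lower in HVC than in whole brain at 45 d, -1.77 (standard error 0.57, edgeR adjusted p = 0.0879). *COL6A3*, a collagen gene, was higher in HVC at 45 d, 1.28 (standard error 0.40, edgeR adjusted p = 0.0804), and at 100 d, 1.92 (standard error 0.50, edgeR adjusted p = 0.0093). *ITGB3* at 45 d lost the call under each other scaling of the libraries, and *PECAM1* at 45 d and *COL6A3* at 45 d and 100 d under some of them.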

Genes with functions related to laminin interactions such as extracellular matrix organization, integrin cell surface interactions, and crosslinking of collagen fibrils are enriched as well. Other enriched terms include mitochondrial protein synthesis. 

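Mitochondrial ribosomes translate the few proteins that mitochondrial DNA encodes. Of 13 mitochondrial ribosomal protein genes, 12 were on the lower side at 100 d in HVC and 1 on the higher side, none called in edgeR. In the same 100 d library the astrocyte (9 of 9), endothelial and mural (4 of 4) and microglia and macrophage (3 of 3) markers were on the lower side too. *MRPL20* had 32 and 35 reads at 45 d and 8 at 100 d, a log2 fold change of -2.06 (standard error 0.58). *MRPL47* was at -1.91 (standard error 0.53). Against whole brain, *MRPL47* was higher in HVC at 45 d, 2.10 (standard error 0.58, edgeR adjusted p = 0.0384), as was *MRPS17*, 1.86 (standard error 0.37, edgeR adjusted p = 0.00357), and *MRPL19* was lower, -1.42 (standard error 0.30, edgeR adjusted p = 0.00619). At 100 d *MRPL48* was higher in HVC, 2.40 (standard error 0.68, edgeR adjusted p = 0.0247), and *MRPS14* lower, -1.24 (standard error 0.40, edgeR adjusted p = 0.0697). All 5 tested members of the mitochondrial translation term in Data S6, chosen by the study on these libraries, were on the lower side at 100 d. *MRPL19* at 45 d and *MRPS14* at 100 d lost their calls under each other scaling of the libraries, and *MRPL47* at 45 d and *MRPL48* at 100 d under some of them.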

Network analysis further reveals interconnections among these terms (Figure 5A,B and Data S6). These interactions suggest that, instead of singular and independent events, well‐orchestrated and well‐coordinated gene expression changes collectively play critical roles during HVC development. As juveniles mature to adults, genes with higher expression in 100 d HVC are enriched with terms pertaining to neuronal system functions, these terms include genes encoding for calcium channels, potassium channels, sodium channels and glutamate transporters, various amine ligand binding receptors (including dopamine receptors, adrenergic receptors, and serotonin receptors), and G protein signaling. 

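Voltage-gated channels set the firing of adult HVC neurons, and amine receptors tune it. Of 19 potassium channel genes, 15 were on the higher side at 100 d in HVC and 4 on the lower side. Calcium and sodium channel genes split into 5 on the higher side and 3 on the lower side, and glutamate and GABA receptor genes into 4 and 1. Of 5 G protein and RGS genes, 4 were on the higher side; none of these genes passed in edgeR after adjustment. *KCNC2*, a channel of fast-spiking interneurons, was at 0.68 (standard error 0.25), and *CACNA2D3*, a calcium channel subunit, at 0.66 (standard error 0.27). *CACNG4*, which escorts AMPA receptors, was on the lower side, -0.72 (standard error 0.29). Of the terms in Data S6, whose members the study chose on these libraries, amine receptors had 5 of 5 tested on the higher side, G alpha (q) signaling 20 of 20 and potassium channels 6 of 6. In the same 100 d library, striatal and cholinergic markers were on the higher side and astrocyte and endothelial markers on the lower side.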

Other enriched terms include transport of small molecules, transcriptional regulation of MECP2, and effects of PIP2 hydrolysis. These changing enrichment patterns in HVC reflect orchestrated gene expression changes occurring as the growth and formation of circuit connections in juveniles switches to the mature functional state in adults.

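Glutamate transporters of astrocytes clear the synaptic cleft, while other carriers feed and buffer neurons. Of 49 solute carrier genes, 21 were on the higher side at 100 d in HVC and 28 on the lower side, and none passed in edgeR after adjustment. *SLC1A2*, the main glutamate transporter of astrocytes, had 8971 and 15607 reads at 45 d and 6820 at 100 d and was on the lower side, -0.83 (standard error 0.29). *SLC1A3*, which also serves astrocytes, was on the lower side, -0.94 (standard error 0.30). All 9 astrocyte markers tested, which include both, were on the lower side at 100 d. Members of the transport term in Data S6, which the study chose on these libraries, split into 18 on the higher side and 15 on the lower side. For PIP2 hydrolysis all 4 tested members were on the higher side.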

**FIGURE 5:**
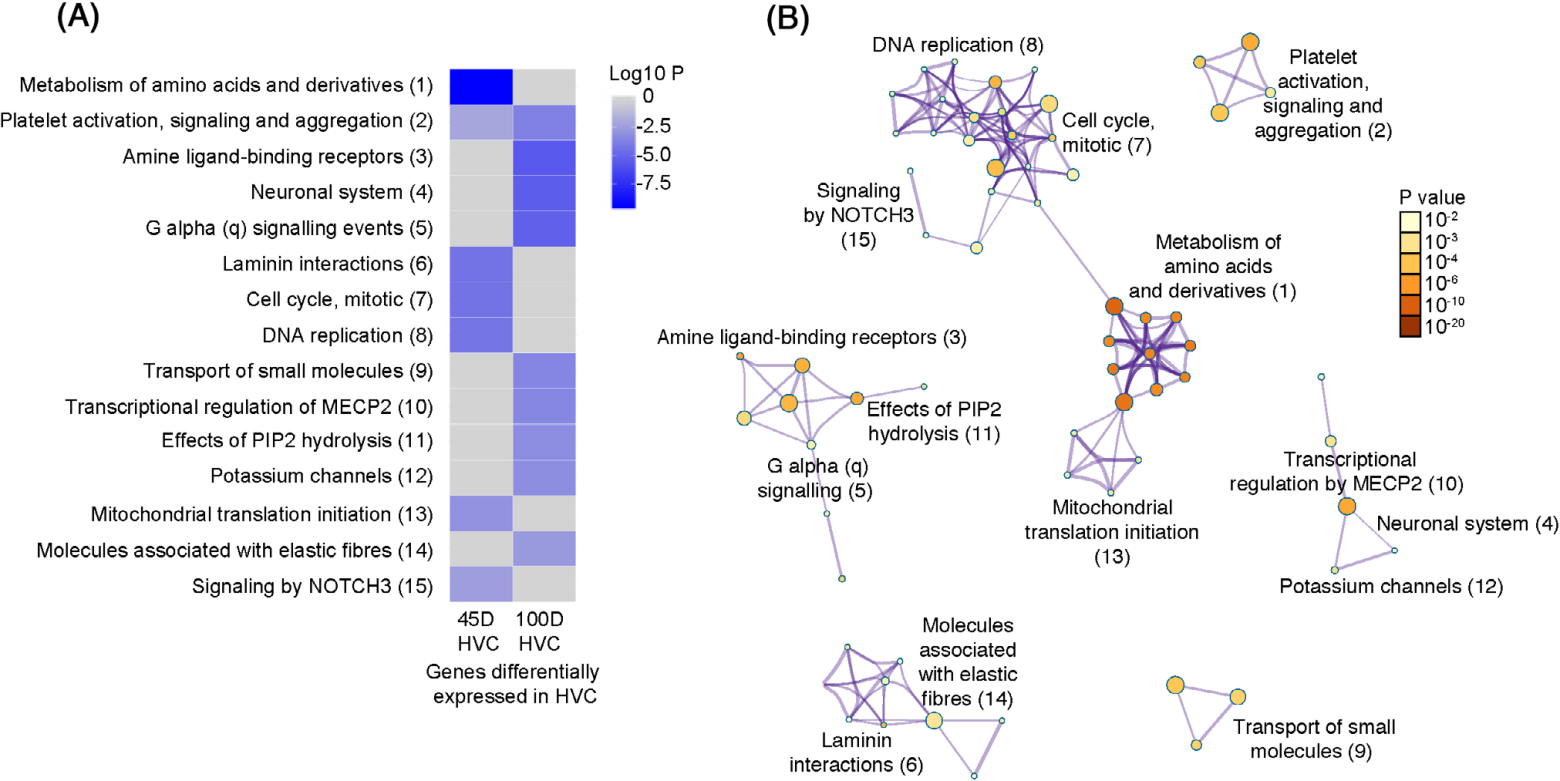
REACTOME enrichment analysis of genes differentially expressed in the HVC between 45 d and 100 d. A, Enriched REACTOME terms among genes showing higher expression in the HVC at 45 d or 100 d. B, Interconnections between differentially expressed terms in the HVC at 45 d or 100 d. In both A and B, *P* values are color‐coded; grey represents the absence of that term at the specified age

## 3 DISCUSSION

These RNA sequencing based experiments have enabled us to generate a comprehensive genome‐wide inventory of gene expression in the song control nucleus HVC in juvenile and adult male zebra finches. While a large portion of the genome is active in HVC during its development, we noted that a sizable fraction of the high‐quality sequence reads (~40%) failed to map to the zebra finch genome. Of the reads mapped to the genome, a large fraction mapped to regions without annotation. The incomplete assembly and annotation of the zebra finch genome may have contributed to these observations. However, in recent years, as the sensitivity of detection techniques improves, mounting evidence has indicated that, in addition to known genes, a large portion of mammalian genomes is transcriptionally active. This phenomenon, now known as “pervasive transcription,” could give rise to long non‐coding, intronic, intergenic, and/or antisense transcripts.^36^, ^37^ The biological functions of these novel “dark matter” transcripts have yet to be explored. Our data add evidence to the suggestion that similar pervasive transcription occurs from non‐annotated regions of the zebra finch genome as well.

The RNA‐Seq results reveal complex and dynamic gene expression profiles in HVC of juvenile and adult zebra finches. Although gene expression patterns in HVC at 45 d and 100 d share many similarities, they are both clearly distinct from the remainders of the brain. Many genes with general cellular functions are highly enriched in juvenile HVC. For example, gene pathways related to electron transport and ATP synthesis are highly expressed in 45 d HVC, highlighting the energy metabolism demand at this age. A large number of genes related to transcription and RNA processing are also highly enriched in 45 d HVC. These groups include components for RNA polymerase, mRNA splicing, cleavage of growing transcript in the termination region, and mRNA 3′‐end processing. Many neuronal genes use alternative splicing to increase gene product diversity, and via regulating gene products and functions, RNA splicing can affect many aspects of neural development and physiology.^38^, ^39^ In mammalian visual cortex, Benoit et al report that many genes are differentially regulated, but many more splicing isoforms are differentially regulated during the critical period, suggesting the importance of posttranscriptional regulation and RNA splicing in critical period plasticity.^40^ Our observation of highly enriched expression of RNA processing‐related genes reflects the high transcriptional activity in juvenile HVC, and suggests that posttranscriptional regulatory events likely play a role in defining the structural and functional state of HVC.

RNA‐Seq data show that, as juveniles mature into adulthood, massive changes in gene expression landscape occur in HVC, indicating that at the postnatal age of 45 d, development of the song circuit is far from complete. HVC does not reach its adult size until well past 45 d.^19^ It is known that cell proliferation occurs in the ventricular zone (VZ) lying on the top of HVC. The new cells migrate a short distance into HVC, and differentiate into neurons.^41^, ^42^ A large number of new neurons are born during post‐hatching day 30 to day 65, and are incorporated into the HVC circuit.^20^, ^43^ We observe that genes related to DNA replication and cell proliferation are among those with higher expression in 45 d HVC. It is possible that the HVC samples might have included some VZ tissues since it is difficult to separate VZ from HVC during tissue dissection. It is also possible that cell types other than neurons, such as oligodendrocytes or astrocytes, are proliferating in HVC. Recently, Anda et al report that during mammalian brain development (eg, P3), new neurons in the cortical plate that have just migrated from VZ express many cell cycle related genes, and have the potential of proliferation.^44^ Further investigation could answer whether a similar process occurs in the avian cortical nucleus HVC.

The highly enriched expression of genes related to axon guidance and growth in 45 d HVC supports the morphological and functional changes associated with innervation of HVC projection fibers after juvenile zebra finches begin to sing. Although singing begins at about 30 d, HVC projection fibers only begin to innervate and make synaptic connections with the downstream nucleus RA around postnatal day 35,^18^ and at about 45 d, song control transitions from lMAN to HVC.^16^ Many genes pertaining to extracellular adhesion and Slit‐ROBO signaling, typically acting via ligand‐receptor interactions, have important roles in neuron migration, axon guidance, cell‐cell and cell‐matrix recognition, and establishing synaptic connections.^45^ Members of the Split‐ROBO signaling pathway have been shown to be expressed in HVC and to be developmentally regulated in RA, the downstream nucleus to which HVC connects.^25^, ^46^ Other members of the axon guidance term enriched in 45 d HVC include genes coding for calcium channel, potassium channel, NMDA receptors, and endocytosis proteins. We have noted that many genes enriched in 45 d HVC are also enriched in adult HVC, but to a lesser extent. Their continued expression in adult HVC, reported as well by Lovell et al,^25^ is expected, since many of these signaling molecules (eg, Slit‐ROBO), channels, and receptors are the very components that define neuronal properties and functions.

As HVC matures, enriched gene expression shifts to components of mature functional neural circuits. We noted that a group of genes related to retinoid metabolism are enriched in adult HVC, a complement to previous findings that *ALDH1A2* plays critical roles in HVC function and song learning.^33^, ^47^, ^48^ By analyzing earlier cDNA microarray data, Lovell et al report a large number of genes differentially expressed in adult HVC compared to the adjacent shelf.^24^, ^25^ Although that study and the present study used different methods (cDNA microarray vs RNA‐Seq) and different references for gene comparison (HVC vs shelf opposed to HVC vs whole brain tissue), the two studies share many concordant observations. For example, both find enriched expression of potassium channel genes in HVC. These findings, together with an earlier study reporting a large number of potassium channel genes in HVC,^49^ strengthen the roles potassium channels play in defining the complex electrical firing properties of HVC neurons, whose bursting patterns are linked to the temporal pattern of a song.^17^ Another common theme between the two studies is the enriched expression of genes related to G protein signaling and many receptors for neural modulators in adult HVC. The latter group includes adrenergic receptors, dopamine receptors, serotonin receptors, and cholinergic receptors. These diverse modulatory mechanisms of G protein‐coupled receptors provide many possibilities for HVC structure and function to be tuned in response to physiological and environmental events. The massive gene expression change during extended postnatal development is not limited to HVC. London et al have shown that gene expression in auditory regions of zebra finches at 20 d is vastly different from that in adults, even though the gross morphology of these regions does not significantly differ between juveniles and adults.^26^ It appears that age plays important roles in regulating gene expression in song related brain regions, and the extended period of development would allow the structure and function of these brain regions to be modulated by sensory‐motor and/or perceptual learning experience via gene expression changes.

Some genes developmentally regulated in HVC have been implicated in neural developmental disorders. *COL4A1* encodes collagen type IV α1 chain, an extracellular matrix protein. Mutations in *COL4A1* have been found to cause cerebral vasculature defects, migraine, stroke, and epilepsy.^50^, ^51^ Other members of the collagen family, *COL12A1* and *COL21A1*, are also developmentally regulated in HVC,^29^ highlighting the roles of this gene family in HVC development. *RAFGEF1* encodes Rap guanine nucleotide exchange factor 1, which modulates GTPase signaling pathways. *RAFGEF1* has been linked to Autism Spectrum Disorders (ASDs), cerebral palsy, communication difficulties, and cognitive impairments.^52^, ^53^ *TLL2* encodes the zinc‐dependent metalloprotease tolloid‐like protein 2, a protease required for organizing extracellular matrix. Diseases associated with *TLL2* include autosomal recessive non‐syndromic intellectual disability.^54^, ^55^ *UBE2A* encodes a member of the E2 ubiquitin‐conjugating enzyme family, which catalyzes the covalent attachment of ubiquitin to substrate proteins. Disorders associated with *UBE2A* include mental retardation, seizures, poor speech, and aggressive behavior.^56^, ^57^, ^58^ *UPF3A* encodes the regulator of nonsense mediated mRNA decay (NMD), a process cells use to eliminate faulty mRNAs. UPF3A and its paralog UPF3B antagonistically regulate NMD, and both have been implicated in ASDs, intellectual disability, and schizophrenia.^59^, ^60^, ^61^, ^62^ The links between these genes and neurodevelopmental disorders are often established by genome‐wide screening for mutations and/or copy number variations in human patients. Further investigation of these genes in a neural circuit for vocal communication will likely provide insight into the molecular and cellular mechanisms underlying these developmental disorders in humans.

It is puzzling that a group of genes known to function in immune regulation and inflammatory responses are developmentally regulated in HVC. The role they may play in HVC is unclear. Emerging research has implicated microglia in regulating neurogenesis and neuronal cell numbers during neural development by initiating neuronal apoptosis followed by cleaning cellular debris through phagocytosis.^63^ The phagocytic microglia also modulate wiring of the neural circuits by regulating the number, maturation, and plasticity of synaptic connections.^64^, ^65^ Recent studies have revealed that many microglia functions are mediated by components of the classical complement cascade or cytokine signaling pathways. For example, the complement cascade components C1q and C3 as well as C3 receptor (CR3) have been shown to mediate synaptic pruning in the developing retinogeniculate system in an activity‐dependent manner.^66^, ^67^, ^68^ Similarly, neuronal expression of MHC Class I genes has been implicated in activity‐dependent regulation of ocular dominance plasticity during the critical period of visual system development.^69^, ^70^ During song circuit development, extensive neurogenesis and neuronal cell death as well as formation and modification of synaptic connections occur in HVC.^15^, ^20^ The regulation of major histocompatibility complex class II invariant chain (CD74) and various cytokines and their receptors (eg, FAM19A1 and IL16) in HVC suggests that they may play a role in the development and maturation of HVC. The HVC tissue we sequenced presumably contained multiple cell types, including projection neurons, interneurons, glia, and microglia. Each of these cell types could have contributed to the gene expression profiles. Further cell type specific gene expression analysis will help delineate in which cell types these genes express, and help understand their contribution to HVC development.

The RNA‐Seq data obtained in this study provide new insights into the molecular and genomic underpinning in HVC as juveniles mature to adulthood. The datasets will also join other resources to benefit future studies investigating functions of individual genes and/or interactions among genes during song circuit development and vocal learning in songbird. RNA‐seq, with its high throughput capacity, higher sensitivity, and unbiased nature, has increasingly become a standard approach to large scale quantitative gene expression analysis, and allows for cross comparison of data from different studies, from different laboratories, and even from different animal species. As exploration of transcriptomes has become an important approach to understanding circuit development and brain diseases, these datasets can serve as a reference for further transcriptome analysis relevant to a wide range of physiological and/or experimental conditions.

## 4 METHODS

### 4.1 Animals, tissue collection, and RNA isolation

Animal usage was approved by the Louisiana State University Health School of Medicine Institutional Animal Care and Use Committee. The juvenile and adult zebra finches were obtained from 10‐15 breeding cages in our breeding colony at the LSU School of Medicine animal care facility with birth dates documented. The juveniles were raised with their parents in family cages until 45 days of age. To ensure that gene expression patterns reflect developmental stages, and were not confounded by behavioral factors (eg, singing), birds were monitored in the morning for one hour individually and brains were collected from birds that did not sing and did not hear songs. For HVC tissue collection, birds were euthanized at a specified age, their brains were collected and snap frozen in liquid nitrogen or dry ice. Brains were cut into 80 μm sagittal sections, HVC tissue was dissected out using a syringe needle under a dissection microscope, and quickly transferred into a lysis buffer for RNA isolation. We tried not to include the adjacent tissue on the medial/lateral and ventral sides of HVC. The ventricular zone lies immediately on the top of HVC, and it is difficult to separate it from HVC. Thus, the HVC samples may have contained portions of the ventricular zone. We stained sections especially of juveniles to define the medial/lateral edges of HVC. If there was even a slight doubt, that section was not used. Total RNA was isolated using Trizol reagents (Invitrogen). Residual contaminating genomic DNA was removed by DNAse I digestion. RNA concentration was determined using the Nanodrop spectrometer, and RNA quality was examined using the Agilent Bioanalyzer.

### 4.2 cDNA library preparation and sequencing

Total RNAs from HVC of four birds per age group were pooled and prepared into one sequencing library using a NuGEN Ovation RNAseq V1 kit following the manufacturer's instructions. An additional step of S1 nuclease treatment of cDNA was used as described.^71^ Sequencing libraries were size selected on a 2% agarose gel to obtain libraries in a size range of 350 to 400 bp corresponding to inserts lengths of 230 to 280 bp. Libraries were also made from whole brain tissues of male zebra finches at 45 d and 100 d by pooling two brains per library. We sequenced each library on an Illumina Genome Analyzer II (GAIIx) sequencer, which produced ~20 million sequence reads of 79 nt per lane. Library construction and high‐throughput sequencing were performed by the Next Generation Sequencing core, The Scripps Research Institute. For more detailed methods description, see.^71^

### 4.3 RNA‐Seq analysis

We used Casava 1.7 for demultiplexing and base calling to generate FASTQ files containing the sequence reads. After quality filtering and adaptor trimming, high quality reads were mapped to the zebra finch genome (3.2.4/taeGut1) using the ELAND2 (Illumina) software to define gene structure and alternative splicing events, and to quantify transcript abundance. We used R Bioconductor package EdgeR to compare gene expression between the two age groups. EdgeR provides statistical routines for digital gene expression data and ranks genes by statistical significance, taking into account the total read number, sample reproducibility, and fold changes. Comparing the normalized read frequencies allowed identification of genes with enriched expression in HVC and genes regulated in HVC during development.

### 4.4 REACTOME pathway enrichment analysis

Gene lists were constructed as follows: For comparing HVC and WB at 45 d and 100 d, HVC enriched (*p* < 0.01) gene symbols were extracted from EdgeR output and merged into one file with two separate columns: 45 d HVC‐enriched and 100 d HVC‐enriched. Similarly, for comparing 45 d and 100 d HVC samples, upregulated (*p* < 0.05) gene symbols were extracted from EdgeR output and merged into one file with two columns: 45 d HVC and 100 d HVC. The gene lists were subjected to Metascape^72^ for REACTOME enrichment analysis in CUSTOM option with default parameters. Note, since the REACTOME database does not include zebra finch genes, human orthologous genes were used as background in this analysis. Pathway terms with *p* < 0.01 were considered significant. Network analysis was also performed using Metascape in CUSTOM option with default parameters, and the resulting layouts were manually modified with Cytoscape (3.3.0) using approaches as described in References 73, 74.

### 4.5 RT‐qPCR

RT‐qPCR was performed as described previously.^75^ Briefly, total RNA was isolated from HVC tissue using Trizol reagent (Invitrogen), and quantified using a Nanodrop spectrophotometer. Reverse transcription was performed using 50 ng of total RNA using an iScript Reverse Transcription Supermix kit (Bio‐Rad) following the manufacturer's instructions. qPCR was performed using the iQ SYBR Green Supermix (Bio‐Rad) following the manufacturer's instructions. *GAPDH* was used as a reference gene after determining that its expression did not change during development. Relative gene expression levels were determined using the comparative Ct (2^−ΔΔCt^) method after normalizing to *GAPDH*.^76^ N = 4‐9 animals per age group were used in the RT‐qPCR experiment. For all samples, RT‐qPCR was performed in triplicate twice. Results shown in Figure 3 and Data S5 are from one set of experiment. Dissociation curve analysis was performed to confirm a single peak PCR product for each gene, indicating the specificity of PCR reactions. All primers were obtained from IDT (Integrated DNA Technology); their sequences are listed in Data S7.

### 4.6 In situ hybridization

In situ hybridization was performed as described previously.^34^ Briefly, fresh frozen zebra finch brains were cut into 10 μm sagittal sections and kept at −80°C until use. Brain sections were fixed in 4% PFA for 10 minutes followed by acetylation for 10 minutes. PCR amplified cDNA fragments containing the probe sequences (200‐300 bp, sequence‐verified) were cloned into pBluescript plasmid vectors, and sequences were verified. ^33^P‐labeled ribo‐probes were made by in vitro transcription using T7 or T3 RNA polymerase (PerkinElmer Kit). For hybridization, 10^6^ cpm probes in 40 μL hybridization buffer were added to each brain section and hybridized at 65°C overnight. After hybridization, brain sections were washed two times, 30 minutes each, at 65°C with wash solution (50% formamide, 1xSSC, and 0.1% Tween 20), followed by washing 2 times with 0.2 X SSC at 65°C. Slides were exposed to X‐films for 1‐7 days, depending on signal intensity.

## AUTHOR CONTRIBUTIONS

**Zhimin Shi**: Data collection, analysis, and manuscript preparation; **Zeyu Zhang**: Data analysis and manuscript preparation; **Lana Schaffer**: Data analysis; **Zhi Huang**: Data collection; **Lijuan Fu**: Data collection; **Steven Head**: data collection; **Terry Gaasterland**: Experimental design, data analysis, and manuscript preparation; **Xiu‐Jie Wang**: Experimental design, data analysis and manuscript preparation; **XiaoChing Li**: Experimental design, data analysis, manuscript preparation, and project management.

## CONFLICT OF INTEREST

All authors declare no conflict of interest.

## DATA AVAILABILITY STATEMENT

The RNA‐Seq data are available in the *Gene Expression Omnibus* (*GEO*) repository under accession number GSE140470 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140470.

## Supporting information

**Table S1** Summary of sequencing and mapping results

**Data S1** Comparing gene expression between HVC and whole brain samples at 45 d of age

**Data S2** Comparing gene expression between HVC and whole brain samples at 100 d

**Data S3** REACTOME enrichment analysis of HVC‐enriched genes at 45 d and 100 d

**Data S4** Comparing gene expression between 45 d and 100 d HVC

**Data S5** RT‐qPCR validation of RNA‐Seq results

**Data S6** REACTOME enrichment analysis of upregulated genes in 45 d or 100 d HVC samples

**Data S7** Sequences of RT‐qPCR primes

## References

[1] Zann R . The Zebra Finch. New York, NY: Oxford University Press; 1996.

[2] Immelmann K . Song development in zebra finch and other Estrildid finches. In: Hinde R , ed. Bird Vocalisations. London, UK: Cambridge University Press; 1969.

[3] Doupe AJ , Kuhl PK . Birdsong and human speech: common themes and mechanisms. Annu Rev Neurosci. 1999;22:567‐631. PubMed PMID: 10202549.1020254910.1146/annurev.neuro.22.1.567

[4] Tchernichovski O , Mitra PP , Lints T , Nottebohm F . Dynamics of the vocal imitation process: how a zebra finch learns its song. Science. 2001;291(5513):2564‐2569. PubMed PMID: 11283361.1128336110.1126/science.1058522

[5] Roberts TF , Mooney R . Motor circuits help encode auditory memories of vocal models used to guide vocal learning. Hear Res. 2013;303:48‐57. PubMed PMID: 23353871. Pubmed Central PMCID: 3689868.2335387110.1016/j.heares.2013.01.009PMC3689868

[6] Roper A , Zann R . The onset of song learning and song tutor selection in fledgling zebra finches. Ethology. 2006;112(5):458‐470. PubMed PMID: WOS:000236799000005. English.

[7] Bottjer SW , Miesner EA , Arnold AP . Forebrain lesions disrupt development but not maintenance of song in passerine birds. Science. 1984;224(4651):901‐903. PubMed PMID: 6719123.671912310.1126/science.6719123

[8] Bottjer SW , Johnson F . Circuits, hormones, and learning: vocal behavior in songbirds. J Neurobiol. 1997;33(5):602‐618. PubMed PMID: 9369462.936946210.1002/(sici)1097-4695(19971105)33:5<602::aid-neu8>3.0.co;2-8

[9] Scharff C , Nottebohm F . A comparative study of the behavioral deficits following lesions of various parts of the zebra finch song system: implications for vocal learning. J Neurosci. 1991;11(9):2896‐2913. PubMed PMID: 1880555.188055510.1523/JNEUROSCI.11-09-02896.1991PMC6575264

[10] Simpson HB , Vicario DS . Brain pathways for learned and unlearned vocalizations differ in zebra finches. J Neurosci. 1990;10(5):1541‐1556. PubMed PMID: 2332796.233279610.1523/JNEUROSCI.10-05-01541.1990PMC6570078

[11] Nottebohm F , Stokes TM , Leonard CM . Central control of song in the canary, Serinus canarius. J Comp Neurol. 1976;165(4):457‐486. PubMed PMID: 1262540.126254010.1002/cne.901650405

[12] Vates GE , Broome BM , Mello CV , Nottebohm F . Auditory pathways of caudal telencephalon and their relation to the song system of adult male zebra finches. J Comp Neurol. 1996;366(4):613‐642. PubMed PMID: 8833113.883311310.1002/(SICI)1096-9861(19960318)366:4<613::AID-CNE5>3.0.CO;2-7

[13] Nottebohm F . The anatomy and timing of vocal learning in birds. In: Hauser MD , Konishi M , eds. The Design of Animal Communication. Cambridge, MA: MIT Press; 1999:63‐110.

[14] Hahnloser RH , Kozhevnikov AA , Fee MS . An ultra‐sparse code underlies the generation of neural sequences in a songbird. Nature. 2002;419(6902):65‐70. PubMed PMID: 12214232.1221423210.1038/nature00974

[15] Roberts TF , Tschida KA , Klein ME , Mooney R . Rapid spine stabilization and synaptic enhancement at the onset of behavioural learning. Nature. 2010;463(7283):948‐952. PubMed PMID: 20164928. Pubmed Central PMCID: 2918377.2016492810.1038/nature08759PMC2918377

[16] Aronov D , Andalman AS , Fee MS . A specialized forebrain circuit for vocal babbling in the juvenile songbird. Science. 2008;320(5876):630‐634. PubMed PMID: 18451295.1845129510.1126/science.1155140

[17] Long MA , Fee MS . Using temperature to analyse temporal dynamics in the songbird motor pathway. Nature. 2008;456(7219):189‐194. PubMed PMID: 19005546. Pubmed Central PMCID: 2723166.1900554610.1038/nature07448PMC2723166

[18] Mooney R , Rao M . Waiting periods versus early innervation: the development of axonal connections in the zebra finch song system. J Neurosci. 1994;14(11 Pt 1):6532‐6543. PubMed PMID: 7965057. Pubmed Central PMCID: 6577238.796505710.1523/JNEUROSCI.14-11-06532.1994PMC6577238

[19] Alvarez‐Buylla A , Ling CY , Nottebohm F . High vocal center growth and its relation to neurogenesis, neuronal replacement and song acquisition in juvenile canaries. J Neurobiol. 1992;23(4):396‐406. PubMed PMID: 1634887.163488710.1002/neu.480230406

[20] Wilbrecht L , Williams H , Gangadhar N , Nottebohm F . High levels of new neuron addition persist when the sensitive period for song learning is experimentally prolonged. J Neurosci. 2006;26(36):9135‐9141. PubMed PMID: 16957070.1695707010.1523/JNEUROSCI.4869-05.2006PMC6674498

[21] Tomaszycki ML , Peabody C , Replogle K , Clayton DF , Tempelman RJ , Wade J . Sexual differentiation of the zebra finch song system: potential roles for sex chromosome genes. BMC Neurosci. 2009;10:24 PubMed PMID: 19309515. Pubmed Central PMCID: 2664819.1930951510.1186/1471-2202-10-24PMC2664819

[22] Drnevich J , Replogle KL , Lovell P , et al. Impact of experience‐dependent and ‐independent factors on gene expression in songbird brain. Proc Natl Acad Sci U S A. 2012;109(SUPPL 2):17245‐17252. PubMed PMID: 23045667. Pubmed Central PMCID: 3477375.2304566710.1073/pnas.1200655109PMC3477375

[23] Pfenning AR , Hara E , Whitney O , et al. Convergent transcriptional specializations in the brains of humans and song‐learning birds. Science. 2014;346(6215):1256846 PubMed PMID: 25504733. Pubmed Central PMCID: 4385736.2550473310.1126/science.1256846PMC4385736

[24] Lovell PV , Clayton DF , Replogle KL , Mello CV . Birdsong "transcriptomics": neurochemical specializations of the oscine song system. PLoS One. 2008;3(10):e3440 PubMed PMID: 18941504. Pubmed Central PMCID: 2563692.1894150410.1371/journal.pone.0003440PMC2563692

[25] Lovell PV , Huizinga NA , Friedrich SR , Wirthlin M , Mello CV . The constitutive differential transcriptome of a brain circuit for vocal learning. BMC Genomics. 2018;19(1):231 PubMed PMID: 29614959. Pubmed Central PMCID: 5883274.2961495910.1186/s12864-018-4578-0PMC5883274

[26] London SE , Dong S , Replogle K , Clayton DF . Developmental shifts in gene expression in the auditory forebrain during the sensitive period for song learning. Dev Neurobiol. 2009;69(7):437‐450. PubMed PMID: 19360720. Pubmed Central PMCID: 2765821.1936072010.1002/dneu.20719PMC2765821

[27] Wada K , Howard JT , McConnell P , et al. A molecular neuroethological approach for identifying and characterizing a cascade of behaviorally regulated genes. Proc Natl Acad Sci U S A. 2006;103(41):15212‐15217. PubMed PMID: 17018643. Pubmed Central PMCID: 1622802.1701864310.1073/pnas.0607098103PMC1622802

[28] Whitney O , Pfenning AR , Howard JT , et al. Core and region‐enriched networks of behaviorally regulated genes and the singing genome. Science. 2014;346(6215):1256780 PubMed PMID: 25504732. Pubmed Central PMCID: 4359888.2550473210.1126/science.1256780PMC4359888

[29] Olson CR , Hodges LK , Mello CV . Dynamic gene expression in the song system of zebra finches during the song learning period. Dev Neurobiol. 2015;75(12):1315‐1338. PubMed PMID: 25787707. Pubmed Central PMCID: 4575259.2578770710.1002/dneu.22286PMC4575259

[30] Kelly TK , Ahmadiantehrani S , Blattler A , London SE . Epigenetic regulation of transcriptional plasticity associated with developmental song learning. Proc Biol Sci. 2018;285:20180160. PubMed PMID: 29720411. Pubmed Central PMCID: 5966592.2972041110.1098/rspb.2018.0160PMC5966592

[31] Mello CV , Vicario DS , Clayton DF . Song presentation induces gene expression in the songbird forebrain. Proc Natl Acad Sci U S A. 1992;89(15):6818‐6822. PubMed PMID: 1495970. Pubmed Central PMCID: 49595.149597010.1073/pnas.89.15.6818PMC49595

[32] Jarvis ED , Nottebohm F . Motor‐driven gene expression. Proc Natl Acad Sci U S A. 1997;94(8):4097‐4102. PubMed PMID: 9108111. Pubmed Central PMCID: 20574.910811110.1073/pnas.94.8.4097PMC20574

[33] Denisenko‐Nehrbass NI , Jarvis E , Scharff C , Nottebohm F , Mello CV . Site‐specific retinoic acid production in the brain of adult songbirds. Neuron. 2000;27(2):359‐370. PubMed PMID: 10985355.1098535510.1016/s0896-6273(00)00043-x

[34] Li X , Wang XJ , Tannenhauser J , et al. Genomic resources for songbird research and their use in characterizing gene expression during brain development. Proc Natl Acad Sci U S A. 2007;104(16):6834‐6839. PubMed PMID: 17426146. Pubmed Central PMCID: 1850020.1742614610.1073/pnas.0701619104PMC1850020

[35] Garcia‐Morales C , Liu CH , Abu‐Elmagd M , Hajihosseini MK , Wheeler GN . Frizzled‐10 promotes sensory neuron development in Xenopus embryos. Dev Biol. 2009;335(1):143‐155. PubMed PMID: 19716814.1971681410.1016/j.ydbio.2009.08.021

[36] Armour CD , Castle JC , Chen R , et al. Digital transcriptome profiling using selective hexamer priming for cDNA synthesis. Nat Methods. 2009;6(9):647‐649. PubMed PMID: 19668204.1966820410.1038/nmeth.1360

[37] Clark MB , Amaral PP , Schlesinger FJ , et al. The reality of pervasive transcription. PLoS Biol. 2011;9(7):e1000625 discussion e1102. PubMed PMID: 21765801. Pubmed Central PMCID: 3134446.2176580110.1371/journal.pbio.1000625PMC3134446

[38] Raj B , Blencowe BJ . Alternative splicing in the mammalian nervous system: recent insights into mechanisms and functional roles. Neuron. 2015;87(1):14‐27. PubMed PMID: 26139367.2613936710.1016/j.neuron.2015.05.004

[39] Vuong CK , Black DL , Zheng S . The neurogenetics of alternative splicing. Nat Rev Neurosci. 2016;17(5):265‐281. PubMed PMID: 27094079. Pubmed Central PMCID: 4861142.2709407910.1038/nrn.2016.27PMC4861142

[40] Benoit J , Ayoub AE , Rakic P . Transcriptomics of critical period of visual cortical plasticity in mice. Proc Natl Acad Sci U S A. 2015;112(26):8094‐8099. PubMed PMID: 26080443. Pubmed Central PMCID: 4491803.2608044310.1073/pnas.1509323112PMC4491803

[41] Alvarez‐Buylla A , Kirn JR , Nottebohm F . Birth of projection neurons in adult avian brain may be related to perceptual or motor learning. Science. 1990;249(4975):1444‐1446. PubMed PMID: 1698312.169831210.1126/science.1698312

[42] Brenowitz EA , Larson TA . Neurogenesis in the adult avian song‐control system. Cold Spring Harb Perspect Biol. 2015;7:a019000. PubMed PMID: 26032719. Pubmed Central PMCID: 4448602.2603271910.1101/cshperspect.a019000PMC4448602

[43] Nordeen KW , Nordeen EJ . Projection neurons within a vocal motor pathway are born during song learning in zebra finches. Nature. 1988;334(6178):149‐151. PubMed PMID: 3386754.338675410.1038/334149a0

[44] Anda FC , Madabhushi R , Rei D , et al. Cortical neurons gradually attain a post‐mitotic state. Cell Res. 2016;26(9):1033‐1047. PubMed PMID: 27325298. Pubmed Central PMCID: 5034108.2732529810.1038/cr.2016.76PMC5034108

[45] Blockus H , Chedotal A . Slit‐Robo signaling. Development. 2016;143(17):3037‐3044. PubMed PMID: 27578174.2757817410.1242/dev.132829

[46] Wang R , Chen CC , Hara E , et al. Convergent differential regulation of SLIT‐ROBO axon guidance genes in the brains of vocal learners. J Comp Neurol. 2015;523(6):892‐906. PubMed PMID: 25424606. Pubmed Central PMCID: 4329046.2542460610.1002/cne.23719PMC4329046

[47] Olson CR , Rodrigues PV , Jeong JK , Prahl DJ , Mello CV . Organization and development of zebra finch HVC and paraHVC based on expression of zRalDH, an enzyme associated with retinoic acid production. J Comp Neurol. 2011;519(1):148‐161. PubMed PMID: 21120932. Pubmed Central PMCID: 3064427.2112093210.1002/cne.22510PMC3064427

[48] Roeske TC , Scharff C , Olson CR , Nshdejan A , Mello CV . Long‐distance retinoid signaling in the zebra finch brain. PLoS One. 2014;9(11):e111722 PubMed PMID: 25393898. Pubmed Central PMCID: 4230966.2539389810.1371/journal.pone.0111722PMC4230966

[49] Lovell PV , Carleton JB , Mello CV . Genomics analysis of potassium channel genes in songbirds reveals molecular specializations of brain circuits for the maintenance and production of learned vocalizations. BMC Genomics. 2013;14:470 PubMed PMID: 23845108. Pubmed Central PMCID: 3711925.2384510810.1186/1471-2164-14-470PMC3711925

[50] Markus HS , Schmidt R . Genetics of vascular cognitive impairment. Stroke. 2019;50(3):765‐772. PubMed PMID: 30661498. Pubmed Central PMCID: 6420146.3066149810.1161/STROKEAHA.118.020379PMC6420146

[51] Zagaglia S , Selch C , Nisevic JR , et al. Neurologic phenotypes associated with COL4A1/2 mutations: expanding the spectrum of disease. Neurology. 2018;91(22):e2078‐e2088. PubMed PMID: 30413629. Pubmed Central PMCID: 6282239.3041362910.1212/WNL.0000000000006567PMC6282239

[52] de Ligt J , Willemsen MH , van Bon BW , et al. Diagnostic exome sequencing in persons with severe intellectual disability. N Engl J Med. 2012;367(20):1921‐1929. PubMed PMID: 23033978.2303397810.1056/NEJMoa1206524

[53] Oskoui M , Gazzellone MJ , Thiruvahindrapuram B , et al. Clinically relevant copy number variations detected in cerebral palsy. Nat Commun. 2015;6:7949 PubMed PMID: 26236009. Pubmed Central PMCID: 4532872.2623600910.1038/ncomms8949PMC4532872

[54] Lesch KP , Timmesfeld N , Renner TJ , et al. Molecular genetics of adult ADHD: converging evidence from genome‐wide association and extended pedigree linkage studies. J Neural Transm. 2008;115(11):1573‐1585. PubMed PMID: 18839057.1883905710.1007/s00702-008-0119-3

[55] de Mooij‐van Malsen JG , van Lith HA , Laarakker MC , et al. Cross‐species genetics converge to TLL2 for mouse avoidance behavior and human bipolar disorder. Genes Brain Behav. 2013;12(6):653‐657. PubMed PMID: 23777486.2377748610.1111/gbb.12055

[56] Budny B , Badura‐Stronka M , Materna‐Kiryluk A , et al. Novel missense mutations in the ubiquitination‐related gene UBE2A cause a recognizable X‐linked mental retardation syndrome. Clin Genet. 2010;77(6):541‐551. PubMed PMID: 20412111.2041211110.1111/j.1399-0004.2010.01429.x

[57] Haddad DM , Vilain S , Vos M , et al. Mutations in the intellectual disability gene Ube2a cause neuronal dysfunction and impair parkin‐dependent mitophagy. Mol Cell. 2013;50(6):831‐843. PubMed PMID: 23685073.2368507310.1016/j.molcel.2013.04.012

[58] Tsurusaki Y , Ohashi I , Enomoto Y , et al. A novel UBE2A mutation causes X‐linked intellectual disability type Nascimento. Hum Genome Variation. 2017;4:17019 PubMed PMID: 28611923. Pubmed Central PMCID: 5462939.10.1038/hgv.2017.19PMC546293928611923

[59] Johnson MR , Shkura K , Langley SR , et al. Systems genetics identifies a convergent gene network for cognition and neurodevelopmental disease. Nat Neurosci. 2016;19(2):223‐232. PubMed PMID: 26691832.2669183210.1038/nn.4205

[60] Tarpey PS , Raymond FL , Nguyen LS , et al. Mutations in UPF3B, a member of the nonsense‐mediated mRNA decay complex, cause syndromic and nonsyndromic mental retardation. Nat Genet. 2007;39(9):1127‐1133. PubMed PMID: 17704778. Pubmed Central PMCID: 2872770.1770477810.1038/ng2100PMC2872770

[61] Shum EY , Jones SH , Shao A , et al. The antagonistic gene paralogs Upf3a and Upf3b govern nonsense‐mediated RNA decay. Cell. 2016;165(2):382‐395. PubMed PMID: 27040500. Pubmed Central PMCID: 4826573.2704050010.1016/j.cell.2016.02.046PMC4826573

[62] Linder B , Fischer U , Gehring NH . mRNA metabolism and neuronal disease. FEBS Lett. 2015;589(14):1598‐1606. PubMed PMID: 25957814.2595781410.1016/j.febslet.2015.04.052

[63] Thion MS , Ginhoux F , Garel S . Microglia and early brain development: an intimate journey. Science. 2018;362(6411):185‐189. PubMed PMID: 30309946.3030994610.1126/science.aat0474

[64] Schafer DP , Stevens B . Synapse elimination during development and disease: immune molecules take centre stage. Biochem Soc Trans. 2010;38(2):476‐481. PubMed PMID: 20298206.2029820610.1042/BST0380476

[65] Schafer DP , Heller CT , Gunner G , et al. Microglia contribute to circuit defects in Mecp2 null mice independent of microglia‐specific loss of Mecp2 expression. eLife. 2016;5:e15224. PubMed PMID: 27458802. Pubmed Central PMCID: 4961457.2745880210.7554/eLife.15224PMC4961457

[66] Stevens B , Allen NJ , Vazquez LE , et al. The classical complement cascade mediates CNS synapse elimination. Cell. 2007;131(6):1164‐1178. PubMed PMID: 18083105.1808310510.1016/j.cell.2007.10.036

[67] Schafer DP , Lehrman EK , Kautzman AG , et al. Microglia sculpt postnatal neural circuits in an activity and complement‐dependent manner. Neuron. 2012;74(4):691‐705. PubMed PMID: 22632727. Pubmed Central PMCID: 3528177.2263272710.1016/j.neuron.2012.03.026PMC3528177

[68] Bialas AR , Stevens B . TGF‐beta signaling regulates neuronal C1q expression and developmental synaptic refinement. Nat Neurosci. 2013;16(12):1773‐1782. PubMed PMID: 24162655. Pubmed Central PMCID: 3973738.2416265510.1038/nn.3560PMC3973738

[69] Shatz CJ . MHC class I: an unexpected role in neuronal plasticity. Neuron. 2009;64(1):40‐45. PubMed PMID: 19840547. Pubmed Central PMCID: 2773547.1984054710.1016/j.neuron.2009.09.044PMC2773547

[70] Lee H , Brott BK , Kirkby LA , et al. Synapse elimination and learning rules co‐regulated by MHC class I H2‐Db. Nature. 2014;509(7499):195‐200. PubMed PMID: 24695230. Pubmed Central PMCID: 4016165.2469523010.1038/nature13154PMC4016165

[71] Head SR , Komori HK , Hart GT , et al. Method for improved Illumina sequencing library preparation using NuGEN ovation RNA‐Seq system. Biotechniques. 2011;50(3):177‐180. PubMed PMID: 21486238.2148623810.2144/000113613

[72] Zhou Y , Zhou B , Pache L , et al. Metascape provides a biologist‐oriented resource for the analysis of systems‐level datasets. Nat Commun. 2019;10(1). 10.1038/s41467-019-09234-6.PMC644762230944313

[73] Zhou Y , Zhou B , Pache L , et al. Metascape provides a biologist‐oriented resource for the analysis of systems‐level datasets. Nat Commun. 2019;10(1):1523 PubMed PMID: 30944313. Pubmed Central PMCID: 6447622.3094431310.1038/s41467-019-09234-6PMC6447622

[74] Jassal B , Matthews L , Viteri G , et al. The reactome pathway knowledgebase. Nucleic Acids Res. 2020;48(D1):D498‐D503. PubMed PMID: 31691815. Pubmed Central PMCID: 7145712.3169181510.1093/nar/gkz1031PMC7145712

[75] Shi Z , Piccus Z , Zhang X , et al. miR‐9 regulates basal ganglia‐dependent developmental vocal learning and adult vocal performance in songbirds. eLife. 2018;7:e29087. PubMed PMID: 29345619. Pubmed Central PMCID: 5800847.2934561910.7554/eLife.29087PMC5800847

[76] Livak Kenneth J , Schmittgen Thomas D . Analysis of relative gene expression data using real‐time quantitative PCR and the 2−ΔΔCT method. Methods. 2001;25(4):402‐408. 10.1006/meth.2001.1262.11846609

How the deposited data were processed for this re-analysis (not part of the article)

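RNA-Seq was made from HVC and whole brain of male zebra finches at 45 d and 100 d. The 5 libraries are HVC at 45 d (R92L1 and R92L2), HVC at 100 d, whole brain at 45 d and whole brain at 100 d, and which of the 45 d HVC libraries is the first replicate is not stated. HVC libraries pool RNA of 4 birds and whole brain libraries RNA of 2. The authors trimmed and mapped the reads to taeGut1, counted them per Ensembl transcript and tested pairs of groups with edgeR at an adjusted p under 0.1. The deposited tables hold, for HVC against whole brain at each age and for 100 d against 45 d in each tissue, the raw read counts, which are whole numbers, the authors' log2 fold changes, the authors' p-values and the authors' adjusted p-values (q-values). Each table lists the 1800 transcripts with the smallest p-values of 11507 (HVC against whole brain, 45 d), 10859 (100 d), 11258 (ages in HVC) and 11101 (ages in whole brain) tested. Where 2 tables list the same transcript, the counts of a shared library are identical. Transcript names, genes and positions come from the deposited tables, and 3873 of the 4675 transcripts carry a gene symbol.

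The listed counts do not add up to the depth of a library, so the size of each library relative to the others was solved from the authors' log2 fold changes over all listed transcripts. The sizes fit these fold changes with a negative binomial mean per group and a common dispersion of 0.0281 to 0.0285. The planned fit put all 5 libraries in 1 model with TMM factors. It was replaced after the files were seen, since only 1205 transcripts have counts for all 5 libraries and TMM factors would rest on transcripts listed for their differences; the planned fit is given as an alternative. Each comparison was fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest, 1 mean per group) over the transcripts with counts in the libraries compared and in both 45 d HVC libraries, after filterByExpr. These were 3 libraries for HVC against whole brain at 45 d and for the ages in HVC, 4 for HVC against whole brain at 100 d and for the ages in whole brain, and 5 for the test of whether the age difference depends on tissue. Benjamini-Hochberg adjusted p-values were computed with the number of transcripts the authors tested, which treats every transcript outside the tables as not passing. Transcripts were called at an adjusted p under 0.1. Standard errors are the log2 fold change divided by the square root of the F statistic. For HVC against whole brain at 100 d the prior degrees of freedom were infinite. There the trend over transcripts set the spread, and a transcript's own spread was not used. Unadjusted p-values are given for the listed transcripts, which the authors' p-values selected, so counts of small p-values say nothing about all genes. Intervals of read ratios and floors cover counting error only. A group without reads was given a floor of 3 counts over the group, and ratios with 1 to 3 reads in a group have exact 95% intervals. The intervals of dispersions and of ratios of enriched transcripts come from 200 resamples of transcripts. They do not cover the spread between libraries or birds.

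The tests were tried on simulated data with the libraries of each comparison at the same sizes. Simulated dispersions varied less between transcripts than estimated for the ages in HVC, so the share called there may be too high. A simulated 4-fold difference was called in 76.8% of transcripts for HVC against whole brain at 45 d, 31.3% at 100 d, 69.4% for the ages in HVC, 48% for the ages in whole brain and 20.2% for the test of age by tissue. For a 2-fold difference the shares were 12.5%, 6.52%, 10.3%, 6% and 1.02%. Other tests were DESeq2 1.42.0, limma 3.58.1 with voom and the exact test of edgeR, run in R 4.3.3. Other scalings, filters, features, thresholds, an additive model of tissue and age, and each 45 d HVC library left out in turn were tried as well. The other scalings were computed over the listed transcripts that passed the filter, not over all transcripts. Named genes are those the paper names, the 10 called transcripts with the largest log2 fold change in each direction with a mean of at least 20 counts and the same direction against both 45 d HVC libraries, and up to 4 called and 2 other members of a gene list described; values in the paper's tables had been seen when this was set. Gene lists give counts of members called and of members on each side. Set tests, tests of overlap and adjustment over a list alone were left out, because the tables list transcripts picked by p-value and give no background. RT-qPCR values are the paper's, from Data S5: mean relative quantity at 100 d over that at 45 d, compared with 2-sided exact permutation tests between birds. Correlations across genes used exact permutation for 8 genes and sampled permutations for 11. REACTOME terms are those of Data S3 and Data S6, with members as listed there. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The in situ hybridization and the raw reads were not analysed here. A few gene and term results are not reported here.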

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

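The fit with recovered library sizes was chosen after the files were seen. The paper does not report the comparison of whole brain at 100 d with whole brain at 45 d, in which 2 of 1318 transcripts passed an adjusted p under 0.1 in edgeR. *ISG12*, an interferon-induced gene, had 937 reads in whole brain at 45 d and 156 at 100 d, a log2 fold change of -2.32 (standard error 0.42, edgeR adjusted p = 0.0582). *ERCC5*, which encodes an endonuclease of DNA repair, had 9 reads at 45 d and 213 at 100 d, a log2 fold change of 4.81 (standard error 0.72, edgeR adjusted p = 0.00626). In HVC, *ERCC5* had 8 and 3 reads at 45 d and 45 at 100 d. Both genes passed under relative log expression, without a filter, without transcripts spanning under 300 bp and in the exact test with 1 common dispersion, and in TMM over the listed transcripts and all 5 libraries in 1 fit, the last 2 chosen after the data were seen. Each age of whole brain is a single library, and the spread is that of the 45 d HVC pair. Neither gene passed in DESeq2, in limma-voom or under library size scaling, where no transcript was called and 14, 93 and 67 had an unadjusted p under 0.05, nor with a mean of at least 50 counts, in the fit as first planned, or in the additive model with or without either 45 d HVC library, which each called 0. At an adjusted p under 0.05 *ERCC5* alone passed. No technical or biological explanation was tested for either gene.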

How the results depend on the processing

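The settings chosen after the data were seen include TMM over the listed transcripts and all 5 libraries in 1 fit with recovered sizes. The fit as first planned on these tables is another. The rest are every test with the dispersion recovered from the authors' fold changes or p-values, and tests with 1 of the 45 d HVC libraries. Counts are transcripts higher and lower in HVC, or higher and lower at 100 d. In edgeR's quasi-likelihood test they were 257 and 410 for HVC against whole brain at 45 d, 149 and 188 at 100 d, 0 and 0 for the ages in HVC, 1 and 1 for the ages in whole brain and 0 and 0 for age by tissue, with 93 HVC-enriched transcripts shared by both ages. Library size scaling, by the sums of listed counts, gave 121 and 51 at 45 d and 176 and 22 at 100 d. It gave 0 and 0 for the ages in whole brain. Under it *AGT* (0.08698) and *AQP4* (0.16) at 100 d and *CD74* (0.26) at 45 d changed the sign of a log2 fold change that was not called. Relative log expression gave 66 lower at 45 d, 28 lower at 100 d and 2 and 2 for age by tissue. TMM over the listed transcripts gave 97 lower at 45 d, 47 and 12 at 100 d, 2 and 2 for whole brain ages and 37 shared. With a mean of at least 50 counts, which tests fewer transcripts, the counts were 107 and 163, 76 and 100, 0 and 0 for whole brain ages and 49 shared. Without a filter, 7 and 3 passed for the ages in HVC, 2 and 2 in whole brain and 2 and 2 for age by tissue. DESeq2 gave 61 and 60 at 45 d, 17 and 18 at 100 d, 2 and 0 for HVC ages, 0 and 0 for whole brain ages and 14 shared. limma-voom gave 122 and 206, 77 and 122, 0 and 0 for whole brain ages and 47 shared. The exact test with 1 common dispersion gave 86 and 111 at 100 d, 24 and 10 for HVC ages, 3 and 4 for whole brain ages and 50 shared. With dispersion 0 it gave 764 and 990, 486 and 615, 581 and 592, 221 and 199 and 340 shared, since counting error is then the only spread. The additive model gave 225 and 384 at 100 d, 0 and 0 for whole brain ages and 218 shared, since both ages then share a tissue effect. Leaving out a 45 d HVC library in the additive model, where the lone libraries are assumed to vary alike, gave 0 (without R92L1) to 203 (without R92L2) higher and 0 to 365 lower at 45 d, 0 to 210 and 0 to 374 at 100 d, 0 for whole brain ages with either left out and 0 to 203 shared. Without transcripts spanning under 300 bp, 2 were lower in whole brain at 100 d and 2 were positive for age by tissue. At an adjusted p under 0.05, 0 were lower in whole brain at 100 d, and at an unadjusted p under 0.01 43 and 35 passed in HVC, 6 and 15 in whole brain and 13 and 13 for age by tissue. All 5 libraries in 1 fit gave 7 and 4 for HVC ages. The fit as planned, with TMM, gave 34 and 14 at 45 d, 15 and 3 at 100 d, 0 and 0 for whole brain ages and 13 shared. The exact test with the authors' dispersion gave 657 and 863, 375 and 456, 63 and 41 for HVC ages, 10 and 21 for whole brain ages and 199 shared. With R92L1 alone it gave 22 and 21 for HVC ages, and with R92L2 alone 63 and 57, and 471 higher in HVC at 45 d. Without direction, chosen after the data were seen, the fold changes of the authors' table and RT-qPCR gave a negative correlation in the p group (R squared 0.1345) and 0.6497 in the q group; without *UBE2A*, also chosen afterwards, the p group gave 0.848. On the log2 scale the R squared of the p group was 0.5247 (exact permutation p = 0.061). Where no construction is named, the cause was not tested.

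Of 283 gene results, DESeq2 kept direction in all and the side of the threshold in 169, ended 112 calls and added 2; scaling by library size ended 78; no filter added 7 and ended 1. Fold changes moved by more than the spread of the pair for 10 genes without R92L1 and 4 without R92L2. Counts of called list members were within 1.5 times for 39 of 66 lists under library size scaling, 34 with a mean of at least 50 counts and 55 without a filter. Summing transcripts per gene changed nothing, as each gene with an identifier has 1 tested transcript, and fitting only the libraries compared is the fit used. Set tests, the overlap test and adjustment over lists alone were planned and not run. No paired analysis was possible because no numbers pair the libraries. Single pools at 3 of 4 group and age combinations limit every test, and transcripts outside the deposited tables are not tested.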

Differences from the paper's values

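Counts below are of transcripts at the paper's thresholds. For HVC against whole brain at 45 d the paper's count of genes called is 1577 and the value here is 667. The alternatives set beforehand were set before the deposited counts were tested, but values in the paper's tables had been seen. Of these, the exact test with dispersion 0 comes within 1.5 times, at 1754, and none of the others does. The exact test with the authors' dispersion, as recovered from their fold changes, gives 1520. It was chosen after seeing the values, and it drops 94 of the 1611 transcripts called in the authors' deposited table. At 100 d the paper's count is 811 and the value here 337. Dispersion 0 (1101), the additive model (609) and the additive model without R92L2 (584) come within 1.5 times and the other analyses set beforehand do not. The exact test with the authors' dispersion, chosen after seeing the values, gives 831 and drops 0. For HVC-enriched genes the paper's counts are 659 at 45 d and 365 at 100 d, and the values here are 257 and 149. Dispersion 0 (764 and 486) is the only analysis set beforehand within 1.5 times of either. The exact test with the authors' dispersion, chosen after seeing the values, gives 657 and 375 and drops 16 and 0 of the enriched transcripts. The HVC-enriched genes shared by the ages number about 190 in Fig. 1, read by eye, and 93 here. The additive model (218) and the additive model without R92L2 (203) come within 1.5 times, the other analyses set beforehand do not, and the exact test with the authors' dispersion, chosen after seeing the values, gives 199 and drops 1.

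Between the ages in HVC the paper's counts are 113 genes called, 70 increased and 43 decreased, and the values here are 0, 0 and 0, with 443 of 2150 transcripts at an unadjusted p under 0.05 in edgeR. No analysis set beforehand comes within 1.5 times. The exact test with the authors' dispersion, chosen after seeing the values, gives 104, 63 and 41 and drops 10, 7 and 3. Some settings call part of the genes the paper calls: the exact test with 1 common dispersion calls 34, all in the authors' list, no filter calls 10, DESeq2 calls *PDE10A* and *RASGRP1*, dispersion 0 calls 104 of the listed genes among 1173, and all 5 libraries in 1 fit, chosen after seeing the values, calls 11, all in the list, and leaves out the rest. Those called without a filter include *ISG12*, *LDB3*, *SLC5A7*, *RGS10-2*, *PDE10A*, *RASGRP1* and *MCFD2*. With R92L1 alone or R92L2 alone and the authors' dispersion, both chosen after seeing the values, 37 and 67 of the 113 are called. At an unadjusted p under 0.01 the paper's counts are 330, 189 and 141 and the values here 78, 43 and 35. No analysis set beforehand comes within 1.5 times, and the exact test with the authors' dispersion, chosen after seeing the values, gives 303, 168 and 135 and drops 30, 21 and 9.

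The paper lists *RELN* and, as GLAR2, the gene read here as *GLRA2* among genes enriched in adult HVC. Of the 9 transcripts of its examples tested at 100 d, 7 were on the higher side in HVC. *RELN* was lower, at -1.45 (edgeR adjusted p = 0.00317), a call that ended under each other scaling of the libraries, and *GLRA2* was on the lower side, at -1.50 (edgeR adjusted p = 0.107). *ALDH1A2*, *CRHBP*, *NTS*, *CADPS2* and both *PVALB* genes were higher, as the paper states. The paper includes *UBE2A* in a gene group for which it reports a good correlation of RNA-Seq and RT-qPCR. The RNA-Seq log2 fold change of *UBE2A* was -1.94 and its RT-qPCR fold 1.39, while the other 7 genes of that group had the same direction in both. The Ct column of the *UBE2A* block in Data S5 is headed *RASGRP1*, and those of *FAM19A1* and *RAPGEF1* carry other genes' names as well, so the values may belong to other genes. The genes so named have blocks of their own with other values, so the headings alone may be wrong. The paper names axon guidance, RNA metabolism and respiratory electron transport as enriched in HVC at 45 d. Among the members of these terms in Data S3, 25 were on the higher and 29 on the lower side for axon guidance in edgeR, 23 and 21 for RNA metabolism and 9 and 7 for respiratory electron transport. In the authors' deposited table the called members of axon guidance are 26 higher and 30 lower. Lipid metabolism, with 30 of 30 members on the higher side at 45 d, and transport of small molecules, with 18 of 18 at 100 d, go the way the paper states, but the study chose the members of all these terms on these libraries, so the counts are not independent evidence. The paper names glutamate transporters within the neuronal system term of genes higher in HVC at 100 d. Of the 20 tested members of that term in Data S6, 18 were on the higher side at 100 d, as the paper states, and 2 on the lower side, the astrocyte glutamate transporter genes *SLC1A2* and *SLC1A3*, at -0.83 and -0.94. All 9 astrocyte markers tested were on the lower side.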

Other observations

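The tests on the spread of the 45 d pair, on striatal and cholinergic markers and on single-library counts were chosen after the results were seen; the gene lists and comparisons were planned. Immediate early genes, which neuronal activity induces, were lower in HVC than in whole brain in edgeR: 2 of 3 at 45 d (1, 2 and 2 under the other scalings) and 2 of 2 at 100 d, where both calls ended under each other scaling with the direction kept. *EGR1*, a transcription factor gene, was at -1.82 (standard error 0.29, edgeR adjusted p = 0.000424) and -1.28 (standard error 0.34, edgeR adjusted p = 0.014), and *NR4A3*, a nuclear receptor gene, at -1.78 (standard error 0.32, edgeR adjusted p = 0.00162) and -1.76 (standard error 0.47, edgeR adjusted p = 0.0135). Of 8 pallial neuron markers at 45 d, 1 was higher in HVC and 5 were lower; under the other scalings 0, 2 and 0 were higher and 1 lower. *CCK*, a neuropeptide gene, was higher by 2.30 (standard error 0.71, edgeR adjusted p = 0.0724), while the transcription factor genes *LHX9*, -3.21 (standard error 0.50, edgeR adjusted p = 0.000317), and *RORB*, -1.42 (standard error 0.33, edgeR adjusted p = 0.0119), were lower. Of 8 markers of radial glia and immature neurons, 3 were higher at 45 d, *FABP7* by 1.03 (standard error 0.32, edgeR adjusted p = 0.0706), and 2 lower (2, 4 and 2 higher and 1 lower under the other scalings), *EOMES* at -3.04 (standard error 0.55, edgeR adjusted p = 0.00153) and *PAX6* at -1.80 (standard error 0.46, edgeR adjusted p = 0.0271). Markers of hindbrain, midbrain and monoamine nuclei were lower for 2 of 3 at 45 d, *TCF7L2* at -2.55 (standard error 0.32, edgeR adjusted p = 1.96e-05) and *IRX1* at -3.18 (standard error 0.55, edgeR adjusted p = 0.000999). *MYLK4*, a kinase gene, was higher in HVC at 45 d by 4.31 (standard error 0.87, edgeR adjusted p = 0.00422), but its levels in the 45 d pair were 5.2-fold apart. *EGR1* at 100 d, *NR4A3* at 100 d, *RORB* at 45 d and *PAX6* at 45 d lost their calls under each other scaling of the libraries, and *NR4A3* at 45 d, *CCK* at 45 d, *FABP7* at 45 d and *MYLK4* at 45 d under some of them.

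Whether the age difference depends on tissue was tested on 1177 transcripts. None passed an adjusted p under 0.1 in edgeR, DESeq2 or limma-voom, and 91, 7 and 75 had an unadjusted p under 0.05. The difference of age changes, HVC minus whole brain, was negative for all 5 interferon genes tested, and for 4 of them under library size scaling. It was positive for all 4 striatal and all 5 cholinergic and basal forebrain markers. Both of these lists hold *ISL1*, and *ZIC1* of the cholinergic list is also a cerebellar marker. *TAC1* and *SLC5A7* passed without a filter, under relative log expression and without transcripts under 300 bp.

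The authors' deposited table calls 113 transcripts between the ages in HVC and the quasi-likelihood test calls 0. A candidate explanation is that the single dispersion recovered from the authors' fold changes, 0.0281, lies below the spread of these transcripts between the 45 d libraries. Over the 86 called transcripts with enough counts the dispersion of the pair was 0.136 (95% interval 0.0947 to 0.180), and over 1241 others of that table 0.0466. A higher dispersion estimated over the listed transcripts alone may also end calls and cannot be told apart from it: the exact test called 104 with the recovered dispersion and 34 with 1 common dispersion over the listed transcripts, and the quasi-likelihood test, which called 0 with the recovered dispersion too, estimates a spread per transcript from the same list under either. A difference of age remains open: in RT-qPCR each of 19 genes differed between birds of the 2 ages (exact permutation p from 0.0004 to 0.0433, unadjusted), 18 in the same direction as here, although the Ct columns of 4 of these blocks carry other genes' names.

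The 8 striatal and 4 cholinergic markers tested had more normalized counts in HVC at 100 d than in either 45 d HVC library. None passed in edgeR's quasi-likelihood test, and all but *ZIC1* are in the authors' table of ages in HVC. Cells of the striatum or basal forebrain in the 100 d dissection are a candidate explanation. It cannot be told apart from a change with age: beyond the markers listed for their age difference, only 2 have counts in every HVC library, *ISL1* (0 and 0.9 normalized counts at 45 d, 1.0 at 100 d) and *ZIC1* (8.8 and 20.2, 24.0), and neither differed beyond counting error (exact binomial test, p = 1 and 0.11). *LHX8* at 100 d, 47.0, stayed below whole brain, 109.6, but *TAC1*, 67.0, was above it, 11.3. *PENK*, *MEIS2*, *GPR52* and *DRD3*, with reads in HVC at 45 d, are absent from the table of ages, which runs to an authors' p of 0.1244. If tested, they had a larger p, but their counts in HVC at 100 d are not given. *CHRM4*, a striatal marker here, rose 2.19-fold at 100 d in the paper's RT-qPCR of separate HVC samples, with 6 birds per age (exact permutation test, p = 0.00216). The other markers were not measured that way, so this does not settle the question for the set. HVC may express some of the striatal and cholinergic genes itself. A change with age within HVC stays open and was not tested on these libraries.

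More transcripts were HVC-enriched at 45 d than at 100 d in the authors' calls. The second HVC library at 45 d may account for this: with the authors' dispersion and 1 HVC library at each age, the ratio of enriched transcripts at 45 d to 100 d was 1.26 with R92L2 (95% interval 1.1 to 1.4) and 0.92 with R92L1, against 1.75 with both. Tables of 1800 transcripts chosen with both libraries limit the single-library counts. A part played by the larger 45 d whole brain library cannot be told apart: thinning its counts to the size of the 100 d library left a ratio of 1.54 (95% interval 1.42 to 1.77), and the interval holds both the ratio without thinning and the bound of 1.5 set after the results were seen. A difference of age stays open.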
